# Comparative gene expression analysis of *Porphyromonas gingivalis* ATCC 33277 in planktonic and biofilms states

**DOI:** 10.1371/journal.pone.0174669

**Published:** 2017-04-03

**Authors:** P. Romero-Lastra, MC. Sánchez, H. Ribeiro-Vidal, A. Llama-Palacios, E. Figuero, D. Herrera, M. Sanz

## Abstract

**Background and objective:**

*Porphyromonas gingivalis* is a keystone pathogen in the onset and progression of periodontitis. Its pathogenicity has been related to its presence and survival within the subgingival biofilm. The aim of the present study was to compare the genome-wide transcription activities of *P*. *gingivalis* in biofilm and in planktonic growth, using microarray technology.

**Material and methods:**

*P*. *gingivalis* ATCC 33277 was incubated in multi-well culture plates at 37°C for 96 hours under anaerobic conditions using an *in vitro* static model to develop both the planktonic and biofilm states (the latter over sterile ceramic calcium hydroxyapatite discs). The biofilm development was monitored by Confocal Laser Scanning Microscopy (CLSM) and Scanning Electron Microscopy (SEM). After incubation, the bacterial cells were harvested and total RNA was extracted and purified. Three biological replicates for each cell state were independently hybridized for transcriptomic comparisons. A linear model was used for determining differentially expressed genes and reverse transcription quantitative polymerase chain reaction (RT-qPCR) was used to confirm differential expression. The filtering criteria of **≥** ±2 change in gene expression and significance p-values of <0.05 were selected.

**Results:**

A total of 92 out of 1,909 genes (4.8%) were differentially expressed by *P*. *gingivalis* growing in biofilm compared to planktonic. The 54 up-regulated genes in biofilm growth were mainly related to cell envelope, transport, and binding or outer membranes proteins. Thirty-eight showed decreased expression, mainly genes related to transposases or oxidative stress.

**Conclusion:**

The adaptive response of *P*. *gingivalis* in biofilm growth demonstrated a differential gene expression.

## Introduction

Human dental plaque is a complex and dynamic biofilm attached to tooth surfaces, where microbial communities are embedded in a matrix of bacterial extracellular polymeric substances (EPS), proteins, salivary peptides and food scraps [1, 2]. The differential activity of these microbial communities within the dental biofilm may have profound implications in the onset and progression of periodontitis, one of the most prevalent chronic inflammatory diseases affecting humans [3]. *Porphyromonas gingivalis*, a Gram-negative and black-pigmented anaerobic bacterium is one of the keystone pathogens associated with the etiology of periodontitis. Its main ecological niche is the oral microbiome [4] and its pathogenic activity has been directly related to its relative high numbers and proportions within the subgingival biofilm, as well as the expression of virulence factors that facilitate its colonization within the periodontal tissues and its resistance from the host inflammatory and immune responses. [5–7].

Virulence factors in periodontal pathogens have been attributed to either presence of highly pathogenic strains or to the up- and down- regulation of a number of genes due to the specific ecological conditions of the bacterial communities within the biofilm. In fact, several transcriptomic studies have been conducted to elucidate the behavior of different pathogenic bacteria growing in biofilm [8–11]. Whiteley *et al*. [10] reported that about 1% of the genes from *Pseudomonas aeruginosa* had shown differential expression when growing in biofilm compared with planktonic. Liu *et al*. [9] reported that 16.2% of the genes from *Clostridium acetobutylicum* were differentially expressed in biofilm growth, mainly up-regulation of genes involved in amino acid biosynthesis, sporulation, extracellular polymer degradation and other various metabolic processes, what indicated that *C*. *acetobutylicum* had a distinct phenotype when growing in a biofilm.

Similarly, transcriptomic studies have reported that approximately 18.0% of the W50 genome of *P*. *gingivalis* was differentially expressed in biofilms [8]. These studies have shown down-regulation of genes encoding for cell envelope biogenesis, DNA replication, energy production and biosynthesis of co-factors and up- regulation of genes involved in transport and binding proteins. Some of these studies have focused specifically on LuxS-dependent signaling and quorum-sensing-regulated genes since they play an important role in the physiology of these micro-organisms, their communication with other bacteria, and their adaptation to the biofilm environment [12–14]. Yamamoto *et al*. [15] reported that an increase of more than 1.5-fold in the number *P*. *gingivalis* (ATCC 33277) genes differentially regulated during the biofilm growth (312/2,090 genes, 155 genes were up-regulated and 157 genes were down-regulated).

In spite of these studies, our understanding of the regulatory processes and interactions, which allow *P*. *gingivalis* to grow within the biofilm and to develop its virulence is still limited. It is, therefore, the aim of this study to assess the differential expression of *P*. *gingivalis* genes under two different physiological states, planktonic and biofilm growth, using transcriptomic analysis in an *in vitro* static model.

## Material and methods

### Bacterial strain

Standard reference strain *P*. *gingivalis* ATCC 33277 was selected for the present study. Bacteria were grown on blood agar plates (Blood Agar Oxoid No 2; Oxoid, Basingstoke, UK), supplemented with 5% (v/v) sterile horse blood (Oxoid), 5.0 mg/L hemin (Sigma, St. Louis, MO, USA) and 1.0 mg/L menadione (Merck, Darmstadt, Germany) in anaerobic conditions (10% H_2_, 10% CO_2_, and balance N_2_) at 37°C for 72 hours.

### Bacterial growth and experimental assays

Planktonic cultures of *P*. *gingivalis* were grown anaerobically at 37°C for 24 h in a protein-rich medium containing brain-heart infusion (BHI) (Becton, Dickinson and Company, Franklin Lakes, NJ, USA) supplemented with 2.5 g/L mucin (Oxoid), 1.0 g/L yeast extract (Oxoid), 0.1 g/L cysteine (Sigma), 2.0 g/L sodium bicarbonate (Merck), 5.0 mg/L hemin (Sigma), 1.0 mg/L menadione (Merck) and 0.25% (v/v) glutamic acid (Sigma). Upon reaching late-exponential phase [10^9^ colony forming units (CFU)/mL, as measured spectrophotometrically by optical density at 550 nm], the cells were diluted in modified BHI medium to obtain a final concentration of 10^8^ CFU/mL.

In order to study the gene expression of *P*. *gingivalis*, in biofilm or planktonic growth, under the same culture conditions, a volume of 1.5 mL of *P*. *gingivalis* inoculums was placed in pre-sterilized polystyrene 24-well tissue culture plates (Greiner Bio-one, Frickenhausen, Germany) with or without the presence of sterile ceramic calcium hydroxyapatite discs (HA) [7-mm diameter (standard deviation, SD = 0.2) and 1.8 mm thickness] (Clarkson Chromatography Products, Williamsport, PA, USA). To carry out the experiment, a total of 45 multiwell plates were used. In each plate 19 wells were filled with disk to develop the biofilms (each of the aggregates in each hydroxyapatite disk is considered as a biofilm) and the other five wells were used to analyze the planktonic state without hydroxyapatite disk.

Plates were incubated in anaerobic conditions at 37°C for 96 h. Wells containing only culture medium were also incubated to verify sterility and the possible contamination of bacteria growing in both planktonic and biofilm growth was frequently checked.

### Confocal Laser Scanning Microscopy (CLSM) analysis to monitor *P*. *gingivalis* biofilm development

To ensure the change of *P*. *gingivalis* phenotype, from planktonic to biofilm, its growth was studied by CLSM when the biofilm reached a mature state (from 24 to 96 h). To confirm the reproducibility of the biofilm-growth, three independent experiments using trios of biofilms were carried out for each incubation time (a concentration of 10^8^ CFU/mL *P*. *gingivalis* cells in planktonic culture were placed on sterile hydroxyapatite discs). Before the CLSM analysis, the discs were rinsed in 2 mL of sterile Buffer Phosphate Saline (PBS) three times (10 sec of immersion time per rinse), in order to remove non-adherent bacteria. Non-invasive confocal imaging of fully hydrated biofilms was carried out using a fixed-stage Ix83 Olympus inverted microscope coupled to an Olympus FV1200 confocal system and with a ×63 water-immersion lens (Olympus; Shinjuku, Tokio, Japan). Specimens were stained with LIVE/DEAD^®^ BacLightTM Bacterial Viability Kit solution (Molecular Probes B. V., Leiden, The Netherlands) at room temperature. A 1:1 fluorocromes ratio and 9±1 min of staining time was used to obtain the optimum fluorescence signal at the corresponding wave lengths (Syto9: 515–530 nm; PI: >600 nm). At least three separate and representative locations on the HA discs covered with biofilm were selected for the study. The CLSM control software was set to take a z-series of scans (xyz) of 0.5 μm thickness (8 bits, 1024x1024 pixels). Image stacks were analyzed with the proprietary Olympus^®^ software (Olympus).

### Scanning Electron Microscopy (SEM) analysis

Before SEM analysis, three hydroxyapatite discs covered with biofilms grown *in vitro* for 96 h were fixed in 4% paraformaldehyde and 2.5% glutaraldehyde for 4h at 4°C. Then, the discs were washed twice in PBS and sterile water (immersion time 10 min) and then, dehydrated through a series of graded ethanol solutions (50, 60, 70, 80, 90 and 100%; immersion time per series, 10 min), Then, the samples were critical point dried, sputter-coated with gold and analysed with an scanning electron microscope JSM 6400 (JSM6400; JEOL, Tokyo, Japan) equipped with back-scattered electron detector and with an image resolution of 25 KV.

### Harvesting of planktonic and biofilm cells for gene expression analysis

After 96 h of incubation, *P*. *gingivalis* planktonic and biofilm cells were harvested (three biological replicates of each state) for independent hybridization.

For planktonic cells 1 mL was recovered from 15 diskless well. In the same experiments a set of 300 biofilms were harvested independently, then added to 1 mL of sterile PBS, disaggregated by vortexing during 3 min. In both cases the samples were recovered as partial plucks by centrifugation at 9,000 rpm at 4°C during 5 min, in order to obtain a final 10 μg of total RNA for each replicate in each state. To preserve the bacterial total RNA intact during the time taken for the procedures, the work has always been in cold conditions.

In all cases, after the incubation period, an aliquot of each sample and 1 to 3 discs were used as quality control. They were cultivated on supplemented blood agar plates under anaerobic conditions at 37°C during two weeks to assure the absence of contamination.

### Total RNA extraction

Total RNA was extracted from the harvested samples using the TRIzol^®^ Max Bacterial RNA Isolation Kit (Ambion, Life Technologies, Carlsbad, CA, USA). Briefly, pools from planktonic and biofilm growth samples were suspended in 200 μL of preheated Max bacterial Reagent^®^ (Ambion), incubated at 95°C for 4 min and then chilled on ice for 10 min. After, 1 mL of TRIzol^®^ reagent (Ambion) was added to lysate the cells, incubating them at room temperature 5 min. After that, 200 μL of cold chloroform was added and incubated at room temperature for 3 min. The mixtures were then centrifuged at 13,000 rpm for 15 min at 4°C. RNA colourless aqueous phase (~ 600 μL) was collected, augmented with 0.5 mL of cold isopropanol, mixed by inversion, and incubated at room temperature for 10 min. After centrifugation at 13,000 rpm for 10 min at 4°C, the pellet of RNA was suspended in 1 mL of cold 75% ethanol, centrifuged at 9,000 rpm for 5 min, air-dried and suspended in 50 μL of RNase-free water (Roche Diagnostics, Mannheim, Germany). The samples were then treated with DNase I (Ambion, NY, USA) to remove any contaminating DNA (set of RNase-free DNase; Qiagen, CA, USA) and purified using columns of RNeasy Mini kit (Qiagen) according to the manufacturer's protocol.

RNA quantity was measured by NanoDrop ND1000 spectrophotometer (NanoDropTechnologies; Thermo Scientific^™^, LLC, Wilmington, DE, USA). RNA quality was monitored by Agilent 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA, USA). All the samples used in this study exhibited an A260/A280 ratio of at least 2.0.

### cDNA synthesis and transcriptomic analysis

Three biological replicates were independently hybridized for each transcriptomic comparison. Fluorescently labeled cDNA for microarray hybridizations was obtained by using the SuperScript Indirect cDNA Labeling System (Invitrogen). In brief, 5 μg of total RNA was transformed to cDNA with Superscript III reverse transcriptase using random hexamers as primers and with aminoallyl-modified nucleotides in the reaction mixture. After cDNA purification, the Cy3 fluorescent dyes (Amersham Biosciences) were coupled to the amino-modified first-strand cDNA. Labelling efficiency was assessed using a NanoDrop ND1000 spectrophotometer (NanoDropTechnologies).

Preparation of probes and hybridization was performed as described (One-Color Microarray Based Gene Expression Analysis Manual Ver. 6.5, Agilent Technologies). Briefly, for each hybridization, 600 ng of Cy3 probes were mixed and added to 5 μL of 10x Blocking Agent and Nuclease free water in a 25 μL reaction. Then, 25 μL from 2x GExHybridization buffer was added and mixed carefully. The samples were placed on ice and quickly loaded onto arrays, hybridized at 65°C for 17 h and then washed once in GE wash buffer 1 at room temperature (1 min) and once in GE Wash Buffer 2 at 37°C (1 min).

Slides corresponded to Agilent *P*. *gingivalis* Oligo Microarrays 8x15K (074976), a genome annotation specific for strain ATCC 33277 and W83. For each culture pair, three technical replicates of array hybridizations were performed.

### Microarray and data analysis

Images from Cy3 channel were equilibrated and captured with a high-resolution scanner (Agilent) and spots quantified using Feature Extraction software (Agilent). Background correction and normalization of data expression were performed using LIMMA [16, 17]. LIMMA is part of bioconductor, an R language project [18]. For local background correction and normalization, the methods "normexp" and loess in LIMMA were used, respectively [16]. To ensure similar distribution across arrays and to achieve consistency among arrays, log-ratio values were scaled using the median-absolute-value as scale estimator [17].

Linear model methods were used for determining differentially expressed genes. Each probe was tested for changes in expression over replicates by using an empirical Bayes moderated t-statistic [17]. To control the false discovery rate *p-values* were corrected by using the method of Benjamani and Hochberg [16, 17]. The expected false discovery rate was controlled to be less than 5% and a filtering criterium of increase/decrease up to 2-fold differential expression between states was selected.

The National Center for Biotechnology (Genomics Unit) at Universidad Autónoma, Madrid (Spain) performed the hybridizations and statistical analysis.

### Assessment of microarray data by Reverse Transcription-quantitative Polymerase Chain Reaction (RT-qPCR)

To confirm the microarray results using RT-qPCR, nine genes differentially expressed between both situations were selected, four genes from the up-regulated group and five from the down-regulated one. Specific primers were designed using the Universal Probe Library Roche software tool (Roche Diagnostics) (Table 1). All quantifications were normalized to the *P*. *gingivalis* 16S rRNA gene.

**Table 1:** Primers used for Reverse Transcription-quantitative Polymerase Chain Reaction (RT-qPCR).

LOCUS NAME	PUTATIVE IDENTIFICATION	PRIMER SEQUENCES
**porP**	Porins	Forward 5´-3´: GGGTAGTGACCGAAACGAGA
		Backward 5´-3´: GAAGGCATATTGCCCCATC
**PGN 0319**	Probable RNA polymerase sigma-70 factor ECF subfamily	Forward 5´-3´: CGTCTGGTGGAAGCTGCTAT
		Backward 5´-3´: CAGCCGGAAAGTCATTCG
**PG 0215**	Hypothetical protein	Forward 5´-3´: GCCTTCGATGCTGTATCCAT
		Backward 5´-3´: TCAAAGGTCGAAAAGCTCCT
**PGN 0320**	Hypothetical protein	Forward 5´-3´: GCCTTCGATGCTGTATCCAT
		Backward 5´-3´: TCAAAAGGTCGAAAAGCTCCT
**PG 2130**	Hypothetical protein	Forward 5´-3´: TTCGAATGTGCCAAGTGC
		Backward 5´-3´: TCGTCACACCGAAGTAGTCG
**PGN 0575**	Transposase in ISPg1	Forward 5´-3´: AGACAATCGGAGCGAGGAG
		Backward 5´-3´: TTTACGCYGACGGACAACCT
**PGN 1925-Cas1**	Mobile and extrachromosomal element functions	Forward 5´-3´: GAGCCTCTCTCCAACGCTATC
		Backward 5´-3´: GCCCTCCGCTATGGGTAT
**PG 0619**	Alkyl hydroperoxide reductase, F subunit	Forward 5´-3´: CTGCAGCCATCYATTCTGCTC
		Backward 5´-3´: CTACCCGTTCGGCTACGAT
**vimF**	Virulence modulating gene F	Forward 5´-3´: CCGAAATTCTCCGCCATAG
		Backward 5´-3´: CTCCGGGCTTCTCTGTGTT

To carry out the Reverse Transcription-qPCR, cDNA was generated from 1 μg of total RNA using the High Capacity cDNA Archive Kit (Applied Biosystems, ThermoFisher Scientific) in a 10 μL of final reaction volume. After that, quantitative PCR reactions were performed in triplicate by using 5 μL per well of each cDNA, and 3 μL of a mix composed by 0.4 μM of each primer, 5x HOT FIREPol^®^ EvaGreen^®^ qPCR Mix Plus (ROX), and nuclease-free water, to reach a final volume of 8 μL in 384-well optical plates. PCR reactions were run in an Applied Biosystems ABI PRISM 7900HT machine with SDS v2.4 software and standard protocol from Applied Biosystems (95°C 10 min, 40 cycles of 95°C 15 sec and 60°C 60 sec, and a final standard dissociation protocol). The results were analysed with the Comparative Ct Method (ΔΔCt) [19].

## Results

CLSM and SEM confirmed that *P*. *gingivalis* ATCC 33277 changed its phenotypic state, from planktonic to a mono-species biofilm. Fig 1 shows representative CLSM (depicting viable bacteria as green and nonviable as red stained cells.) and SEM images of the obtained biofilms at 96 h of incubation,

**Fig 1:**
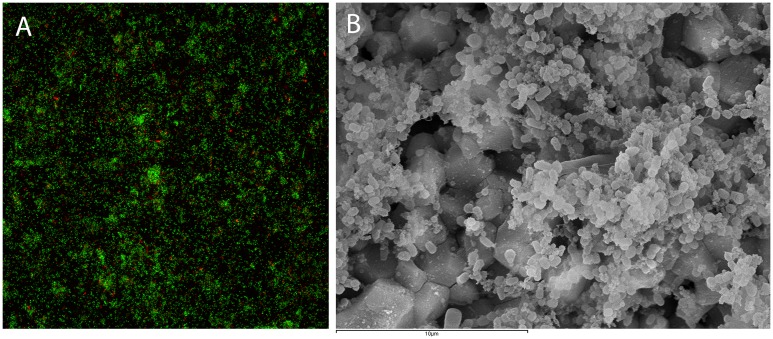
Representative confocal (A) and scanning electron (B) micrographs representing *Porphyromonas gingivalis* ATCC 33277 biofilm after 96h of growth. BacLight Live/Dead strain was used to assess the viability of cells in CLSM distinguishing viable bacteria depicted as green and non-viable as red stained cells.

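*P*. *gingivalis* ATCC 33277 was grown for 96 h either as planktonic cells or as biofilm on hydroxyapatite discs, and the RNA of each sample was turned into Cy3-labelled cDNA and hybridized to an array of its own. The Agilent arrays carry probes of 60 bases for the genes of strains ATCC 33277 and W83, although only ATCC 33277 was grown. There were 6 arrays, 3 for each state, each with 15208 spots that were not controls. These spots held 9088 distinct probe sequences for 3971 genes, 2081 with ATCC 33277 names and 1890 with W83 names. Every gene had 3 distinct probes, printed in 3 to 6 spots. Distinct probes of a gene can overlap over most of their length, as in PG_0619, PGN_0661 and PGN_0319. Probes were often shared, since 2507 genes had at least 1 probe sequence in common with another gene and 2435 sequences were printed for genes of both strains. The deposited files hold the intensity of each spot as quantified by Feature Extraction, without normalization, together with the authors' processed log2 values. The median spot intensity was 4673, 3820 and 3427 on the planktonic arrays of replicates 1, 2 and 3, and 2061, 2139 and 2099 on the corresponding biofilm arrays. The median ratio of signal to local background lay between 25.7 and 29.3 on the planktonic arrays and between 12.9 and 18.5 on the biofilm arrays. Between 84.3% and 95.4% of the spots of an array were well above background, and 0 spots were saturated. The biofilm arrays lay in row 1 of the slide and the planktonic arrays in row 2, so that the slide row and the state cannot be told apart. The methods name 3 biological replicates of each state and also 3 technical replicates of array hybridizations for each culture pair, and each array was treated here as a separate replicate.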

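After the methods, the background was corrected with limma's normexp, and the arrays were normalized with loess, applied here as cyclic loess between arrays. The methods do not name an offset for normexp, and 50 was used. Spots marked as outliers by Feature Extraction were left out, spots of the same probe sequence were averaged, and the log2 values of the 3 probes of a gene were averaged on each array. Linear models with limma's empirical Bayes moderation gave a log2 fold change and a p-value for each gene, adjusted with the method of Benjamini and Hochberg. A gene was called differentially expressed at an adjusted p under 0.05 and a change of at least 2-fold. Levels are given as normalized log2 intensity, mean ± SD of the 3 arrays of a state, and log2 fold changes are biofilm minus planktonic, so that a positive value is a higher level in biofilm. The number of arrays limits the precision of each value, and an exact permutation test of a single gene cannot give a two-sided p under 0.1 with 3 arrays against 3. That smallest p is reached when all 3 biofilm arrays lie above, or all below, the 3 planktonic arrays. The log2 fold changes of the named genes were computed again under 19 alternatives of background correction, normalization, filtering, model and replicates, all but 1 of them chosen before the data were examined. They include the processed signal of Feature Extraction, which is already corrected for background, set to the 75th percentile of each array in place of normexp and loess.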

With the use of the filtering criteria threshold of two-fold change in differential expression (up or down) of the contained in *P*. *gingivalis* ATCC 33277 arrays, a total of 92 out of 1,909 (4.8%) genes were differentially expressed in the biofilm phenotype compared to planktonic growth. These differences were statistically significant (p<0.05).

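In the gene-level test, 78 of 3971 genes (1.96%) were differentially expressed, 50 up-regulated and 28 down-regulated in biofilm. The 3971 count names of both strains, so this percent has another base than the paper's. In all 78 the 3 biofilm arrays lay outside the range of the 3 planktonic arrays, as they did in 1098 genes (27.7%) in total, where chance gives 10%. An adjusted p under 0.05 was found for 155 genes, 70 higher and 85 lower in biofilm, and a change of at least 2-fold for 124 genes, 82 higher and 42 lower. Tested one by one, 49 of 9088 probes passed both criteria, 19 up and 30 down. Of the 92 genes in Table 2, 54 were past the threshold, 34 up and 20 down, and all 92 had the direction given there. Among them, 62 had an adjusted p under 0.05, 72 changed at least 2-fold and 84 had non-overlapping arrays. Adjusted over the list alone, 70 of the 92 were past the threshold, which is not independent evidence, as the authors chose the list on these arrays. Table 2 holds 58 genes with ATCC 33277 names and 34 with W83 names, and 28 of them have a probe sequence in common with another gene of the table. Single arrays weighed heavily on the count: without biofilm replicate 2 only 8 genes were called, without planktonic replicate 2 only 11, and without biofilm replicate 1 there were 100. With scale normalization in place of loess the count was 135, 85.2% of them up-regulated against 64.1% before, and with an unadjusted p it was 118.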

Fig 2 shows the genes differentially expressed in *P*. *gingivalis* ATCC 33277 biofilms compared to planktonic cells. From the identified genes, the 54 up-regulated genes in the biofilm were mainly related to cell envelope, transport and binding proteins, outer membranes proteins, DNA repair enzymes, ribosomal proteins, or genes related to transcription initiation. Conversely, the 38 genes that were down-regulated in biofilm cells were mostly genes encoding proteins related to transposases, the CRISPRs system (cluster regularly inter-spaced short palindromic repeats) or oxidative stress.

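By the categories of Table 2, 9 of the 10 cell envelope genes were higher in biofilm, with a median log2 fold change of 1.11, and 5 of the 10 were past the threshold. Of the 6 genes listed under transcription initiation 5 were higher, with a median of 1.77 over the category, and 5 were called. Of the 5 ribosome genes 4 were higher and 2 were called. The largest increases in Table 2 include PG_0323, a conserved hypothetical protein of W83 (357149 to 357478), at 10.76 ± 0.38 in planktonic cells and 12.65 ± 0.41 (SD, n = 3) in biofilm, a log2 fold change of 1.89 (standard error 0.26, adjusted p = 0.0163 from limma). Whole gene families of ATCC 33277, picked by words in the product names, were set against the other genes of the strain with limma's camera at its preset correlation of 0.01 between genes. The 54 ribosomal protein genes had a median log2 fold change of 0.26, 49 of them positive and 1 called, with an adjusted p of 1.9e-06. The same set had an adjusted p of 0.0116 under fry and of 0.234 under camera with an estimated correlation. In 7 of the 9 other splits of the arrays into 3 and 3, this set also had an unadjusted camera p under 0.05. The 16 outer membrane and lipoprotein genes had a median of 0.16, 11 of them positive (adjusted p = 0.251 from camera), and the 7 sigma factor genes a median of 0.86, 4 of them positive (adjusted p = 0.251 from camera). Neither of these sets passed under fry or an estimated correlation, and the sigma factor genes ranged from -0.99 to 2.47. The outer membrane and lipoprotein set holds 0 genes of Table 2, as the words did not pick the paper's cell envelope genes. It therefore does not test those. Scale normalization moved the ribosomal protein genes most, to a median of 0.68, while the median of all genes was 0.08 with it and 0.02 before.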

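The 91 transposase genes of ATCC 33277 had a median log2 fold change of -0.54, 81 of them negative and 7 called, all of these down-regulated (adjusted p = 5.6e-18 from camera). The adjusted p was 0.0211 under fry and 0.234 under camera with an estimated correlation of 0.299 between the genes, many of which are read through the same probes. In 6 of the 9 other splits of the 6 arrays the set had an unadjusted camera p under 0.05. The median was nearest to 0 with scale normalization, at -0.21. The 4 genes annotated as CRISPR-associated had a median of -0.51, 3 of them negative (adjusted p = 0.0937 from camera). This set holds 0 genes of Table 2, as the array lists PGN_1924 and PGN_1925 as conserved hypothetical proteins. With scale normalization this set passed the threshold (adjusted p = 0.0296 from camera), as it did without planktonic replicate 3, within adjusted p of 0.0265 to 0.371 over its alternatives. The 11 oxidative stress genes had a median of 0.05 but a mean of -0.45, with 6 genes higher and 5 lower in biofilm, and camera gave an adjusted p of 0.198 in the lower direction. The sign of that median changed between alternatives, from -0.36 without planktonic replicate 1 to 0.16 with scale normalization. Neither the CRISPR-associated nor the oxidative stress genes passed under fry or an estimated correlation. Among these 11, the 2 called genes were the subunits of alkyl hydroperoxide reductase, PGN_0660 and PGN_0661. In Table 2 itself, 5 of the 7 genes of transposon functions, both CRISPR genes and 6 of the 10 genes of oxidative stress and metabolism were lower in biofilm. The largest of its categories was that of hypothetical proteins, with 16 of 42 genes lower. Of its largest decreases, PG_2212, a hypothetical protein of W83 (2324573 to 2324857), was at 14.11 ± 0.48 in planktonic cells and 10.93 ± 0.62 (SD, n = 3) in biofilm, a log2 fold change of -3.17 (standard error 0.34, adjusted p = 0.00423 from limma) that stayed past the threshold under all 19 alternatives. *uvrAII*, an excinuclease subunit of ATCC 33277 (2332428 to 2335289), was at 12.42 ± 0.14 and 11.95 ± 0.10 (SD, n = 3), a log2 fold change of -0.47 (standard error 0.17, adjusted p = 0.147 from limma), and was not past the threshold under any of these. Table 2 gives *uvrAII* a fold change of -6.89, which may be the value of the next locus, PGN_2076.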

**Fig 2:**
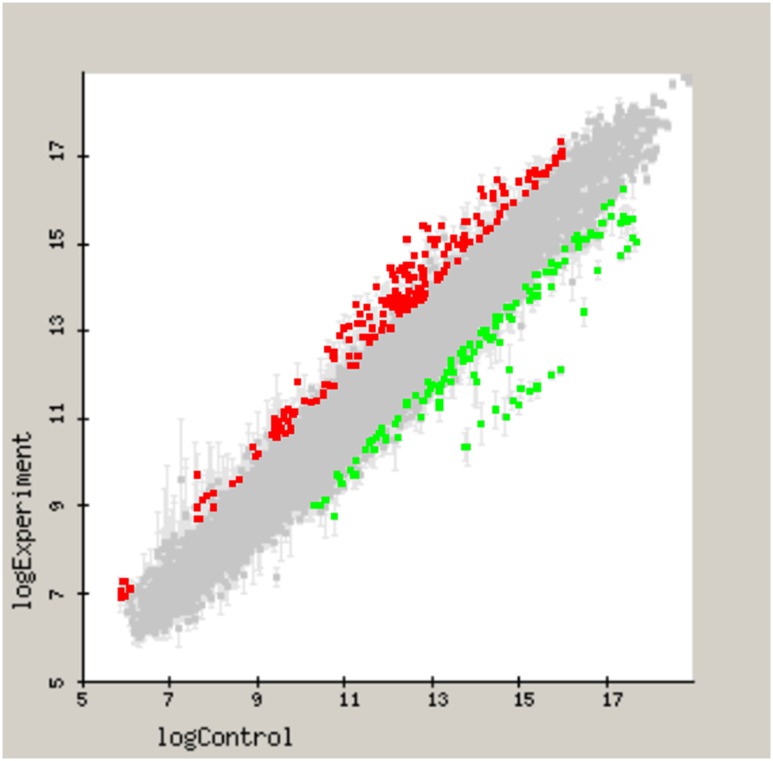
Differential gene expression in *Porphyromonas gingivalis* ATCC 33277 biofilm as opposed to planktonic cells. Differentially expressed genes with 2.0 fold change (up or down) and p-value < 0.05 were plotted. X-axis presents fold difference between log expression of planktonic, and y-axis shows the log expression of biofilm. Up-regulated genes (over-expressed in biofilm) were represented as red color and down-regulated genes were colored in green.

In Table 2, these genes are grouped by functional categories, such as the genes encoding for the cationic outer membrane proteins (OmpH-1 and OmpH-2, PG_0448, and PG_0987), which have shown up-regulated expression in this model of *P*. *gingivalis* biofilm. These genes codifying proteins located specifically in the outer membrane vesicles, have been recognized as important virulence factors of *P*. *gingivalis*. Moreover, the gene coding lipoprotein PGN_0151 appeared up regulated by a factor of 3.16 (SD 0.28) compared to planktonic state (Table 2). Similarly, the genes related with the Por Secretion System (PorSS) (*porP*, PGN_1514 and PG_0448), involved in the biosynthesis of cell surface polysaccharides and implicated in the translocation of gingipains were up-regulated in biofilm growth. These proteins are well known virulence factors and serve as anchors for Rgp, Kgp, hemagglutinins, and the hemoglobin receptor protein. 

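*ompH-1* and *ompH-2* lie next to each other on the W83 chromosome, from 229730 to 230254 and from 230289 to 230780 in the annotation of the array. The level of *ompH-1* was 15.68 ± 0.46 (SD, n = 3) in planktonic cells and 16.79 ± 0.39 in biofilm, a log2 fold change of 1.11 (standard error 0.28, adjusted p = 0.0602 from limma), which was not past the threshold. The level of *ompH-2* was 15.87 ± 0.40 (SD, n = 3) and 16.99 ± 0.30, a log2 fold change of the same size (standard error 0.25, adjusted p = 0.0435 from limma), which was. The difference between the calls of these 2 genes was not tested, and their fold changes differ by less than their standard errors. For the entries of ATCC 33277, the strain grown, the calls were the other way round. PGN_0300, with 2 probes in common with *ompH-1*, was called (1.11, adjusted p = 0.0473 from limma). PGN_0301, with 1 probe in common with *ompH-2*, was not (1.06, adjusted p = 0.0727 from limma). *ompH-1* came past the threshold in 4 of the 19 alternatives, among them with scale normalization (1.64, adjusted p = 0.0320, within 0.0156 to 0.213 over its alternatives from limma) and without planktonic replicate 3, and *ompH-2* fell below it in 7 of the 19 alternatives, among them without biofilm replicate 2 (1.16, adjusted p = 0.176, the highest over its alternatives, where the lowest was 0.0153). PG_0987, from 1048142 to 1048918 on W83, rose from 14.17 ± 0.46 to 15.70 ± 0.52 (SD, n = 3), a log2 fold change of 1.53 (standard error 0.31, adjusted p = 0.0365 from limma), and lost the threshold in 5 of the alternatives, each without a single array. The array lists PG_0987 as a hypothetical protein, and it has 2 of its 3 probes in common with PGN_0968. In *ompH-1*, *ompH-2* and PG_0987 the biofilm arrays lay above the planktonic arrays.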

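PGN_0151 lies from 165089 to 166063 on the ATCC 33277 chromosome and is listed by the array as a conserved hypothetical protein. Its level was 12.52 ± 1.36 (SD, n = 3) in planktonic cells and 13.70 ± 0.75 in biofilm, a log2 fold change of 1.18 (standard error 0.61, adjusted p = 0.295 from limma). The ranges of the arrays of both states overlapped, so that the increase was not larger than the spread between replicates. Its 3 probes gave log2 fold changes between 0.81 and 1.56, and none was past the threshold. The highest was that of the probe, also printed for PG_2101 of W83, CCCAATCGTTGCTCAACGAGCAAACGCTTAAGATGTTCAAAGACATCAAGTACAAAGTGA, with a standard error of 0.62. Over the alternatives the log2 fold change of the gene stayed positive, between 0.60 and 1.93.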

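*porP* lies from 1873093 to 1874034 on the ATCC 33277 chromosome and has all 3 probes in common with PG_0287 of W83. Its level was 9.29 ± 0.36 (SD, n = 3) in planktonic cells and 10.33 ± 0.17 in biofilm, a log2 fold change of 1.04 (standard error 0.22, adjusted p = 0.0388 from limma). This was close to the 2-fold criterion, and the gene lost the threshold in 8 of the 19 alternatives, with log2 fold changes between 0.76 and 1.24 over all of them. With the median in place of the mean of its probes it was not past it (0.77, adjusted p = 0.0846, within 0.0156 to 0.167 over its alternatives). PGN_1514 (1692362 to 1693666) was at 14.29 ± 0.31 and 15.08 ± 0.17 (SD, n = 3), a log2 fold change of 0.79 (standard error 0.20, adjusted p = 0.0643 from limma), and was not past the threshold. Its probes disagreed: 2 of them, which it has in common with PG_0448, gave log2 fold changes of 1.13 and 1.27, while its own probe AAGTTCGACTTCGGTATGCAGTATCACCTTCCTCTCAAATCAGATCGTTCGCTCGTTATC gave -0.04 (standard error 0.24). With the median of the probes, PGN_1514 was past the threshold (1.27, adjusted p = 0.0443, within 0.0239 to 0.225 over its alternatives from limma), as with scale normalization. PG_0448 of W83 (488229 to 489533) rose from 14.82 ± 0.54 to 16.10 ± 0.18 (SD, n = 3), a log2 fold change of 1.28 (standard error 0.27, adjusted p = 0.0388 from limma), and lost the threshold when any of the 6 arrays was left out. In these 3 genes all biofilm arrays lay above the planktonic arrays. Beside *porP*, its neighbours *porK*, *porL*, *porM* and *porN* had log2 fold changes of 0.86, 0.72, 0.92 and 0.84, with adjusted p between 0.0730 and 0.189 from limma, and none was called. Of the other *por* genes of ATCC 33277, *porV* had the highest log2 fold change, 0.78 (adjusted p = 0.0792 from limma), and *porQ* the lowest, -0.38 (adjusted p = 0.220 from limma), and none of them was called under any of the alternatives.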

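PGN_0946 lies from 1053000 to 1055405 on the ATCC 33277 chromosome, where the array lists a conserved hypothetical protein, and has its 3 probes in common with PGN_1920. Its level fell from 11.37 ± 0.26 (SD, n = 3) in planktonic cells to 10.44 ± 0.14 in biofilm, a log2 fold change of -0.94 (standard error 0.19, adjusted p = 0.0368 from limma). All 3 biofilm arrays lay below the 3 planktonic arrays, but the change was smaller than 2-fold, so that the gene was not called. Nor was it called under any of the 19 alternatives, all of which keep the 2-fold criterion. The log2 fold change lay between -1.11 and -0.79 over these, and the adjusted p from limma between 0.0199 and 0.176. At the lowest of these log2 fold changes the change was past 2-fold, and there the adjusted p kept the gene from being called.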

Only one gene, implicated in predicted exporter proteins (PGN_0946) was found significantly down regulated.

**Table 2:** Genes differently expressed in *Porphyromonas gingivalis* ATCC 33277 biofilm (cutoff ratio ≥ ±2.0 fold change, p-value < 0.05) for the microarray analysis, grouped by functional role categories.

LOCUS NAME	PUTATIVE IDENTIFICATION^A^	AVG RELATIVE FOLD CHANGE (SD)^B^
**1. GENES RELATED TO CELL ENVELOPE**		
**ompH-1**	Cationic outer membrane protein OmpH	2.38 (0.37)
**ompH-2**	Cationic outer membrane protein OmpH	2.23 (0.09)
**PG 0987**		2.85 (0.12)
**PGN 0301**		2.17 (0.08)
**PGN 0968**		3.29 (0.12)
**PGN 0151**	Lipoprotein	3.16 (0.28)
**PGN 0946**	Predicted exporter protein	-2.29 (0.23)
***porP***	Porins	2.43 (0.27)
**PGN 1514**	Conserved hypothetical proteinporins	2.09 (0.09)
**PG 0448**	Porins	2.54 (0.35)
**2. GENES RELATED TO OXIDATIVE STRESS AND METABOLISM**		
**PGN 2076**	Bacterioferritin-associated ferredoxin proteins	-2.46 (0.33)
**PG 2213**	Bacterioferritin-associated ferredoxin proteins	-3.50 (0.39)
**PG 2029**	Metalloprotease	2.22 (0.16)
**PGN 1120**	Putative NADPH-NAD transhydrogenase	2.26 (0.05)
**PGN 1122**	NADPH-NAD transhydrogenase beta subunit	2.43 (0.30)
***pntB***	NAD(P) transhydrogenase, beta subunit	2.35 (0.28)
**PG 0618**	Alkyl hydroperoxide reductase, C subunit	-5.52 (1.98)
**PGN 0660**	Putative alkyl hydroperoxide reductase C subunit	-4.93 (1.21)
**PG 0619**	Alkyl hydroperoxide reductase, F subunit	-13.13 (0.70)
**PGN 0661**	Alkyl hydroperoxide reductase F subunit	-11.59 (1.16)
**3. GENES RELATED TO TRANSPOSON FUNCTIONS**		
**PGN 0219**	Partial transposase in ISPg1	-2.78 (0.29)
**PGN 0575**	Transposase in ISPg1	-2.50 (0.35)
**PGN 1216**	Transposase in ISPg1	-2.43 (0.26)
**PGN 1420**	Transposase in ISPg1	-2.47 (0.16)
**PGN 0478**	Partial transposase in ISPg4	2.16 (0.14)
**PGN 0578**	Conserved hypothetical protein found in conjugate transposon	2.12 (0.14)
**PGN 0579**	Conserved hypothetical protein found in conjugate transposonTra related domains	-2.83 (0.55)
**4. GENES RELATED TO CRISPR**		
**PGN 1924-Cas2**	Mobile and extrachromosomal element functions	-2.10 (0.06)
**PGN 1925-Cas1**	Mobile and extrachromosomal element functions	-2.53 (0.42)
**5. GENES RELATED TO LYSOZYMES**		
**PGN 1286**	Probable lysozyme	2.63(0.28)
**6. GENES RELATED TO FIMBRIA**		
***fimD***	Minor component FimD	-2.30 (0.26)
**7. GENES RELATED TO RIBOSOME**		
***rpmHrpmH***	50S ribosomal protein L34 ATCCRibosomal protein L34 W83	2.41 (0.26) 2.47 (0.34)
***rpsF***	30S ribosomal protein S6	2.32 (0.22)
***rpIl***	50S ribosomal protein L9	2.18 (0.09)
***KsgA***	Dimethyladenosine transferase	-2.24 (0.06)
**8. GENES RELATED TO TRANSCRIPTION INITIATION RNA POLYMERASE SIGMA-70 FACTOR, ECF SUBFAMILY**		
**PG 0214**	RNA polymerase sigma-70 factor, ECF subfamily	4.37 (0.18)
**PG 0985**	RNA polymerase sigma-70 factor, ECF subfamily	3.81 (0.60)
**PGN 0319**	Probable RNA polymerase sigma-70 factor ECF subfamily	5.50 (0.87)
**PGN 0450**	Putative RNA polymerase sigma-70 factor ECF subfamily	2.88 (0.01)
**PGN 0970**	Putative RNA polymerase sigma-70 factor ECF subfamily	3.19 (0.23)
**PGN 0082**	Probable transcriptional regulator AraC family	-2.37 (0.33)
**9. GENES RELATED TO RIBONUCLEOSIDE TRIPHOSPHATE REDUCTASE**		
**PG 1260**	Anaerobic ribonucleoside triphosphate reductase	-2.54 (0.14)
**PGN 1396**	Anaerobic ribonucleoside triphosphate reductase	-2.28 (0.28)
**10. GENES RELATED TO RIBOFLAVIN**		
**PGN 0643**	3,4-dihydroxy-2-butanone 4-phosphate synthase	2.11(0.10)
**11. OTHER**		
***ung***	Uracil-DNA glycosylase	2.11 (0.06) ((0.06)
***vimF***	Virulence modulating gene F	-2.36 (0.25)
**PGN 1914**	Carboxyl-terminal processing protease	2.74 (0.23)
**PGN 1156**	Glycerol-3-phosphate dehydrogenase	-2.19 (0.06)
**PGN 0906**	Probable dihydoorate dehydrogenase electron transfer subunit	-2.26 (0.30)
**12. GENES RELATED TO HYPOTHETICAL PROTEIN**		
**PG 0100**	Hypothetical protein	2.78 (0.27)
**PG 0161**	Hypothetical protein	2.50 (0.49)
**PG 0215**	Hypothetical protein	4.72 (0.60)
**PG 0216**	Hypothetical protein	3.67 (1.14)
**PG 0217**	Hypothetical protein	3.01 (0.37)
**PG 0218**	Hypothetical protein	2.82 (0.41)
**PG 0323**	Conserved hypothetical protein	3.94 (0.45)
**PG 0606**	Hypothetical protein	2.43 (0.20)
**PG 0621**	Conserved hypothetical protein	-2.60 (0.24)
**PG 0622**	Hypothetical protein	-2.39 (0.12)
**PG 0986**	Hypothetical protein	2.99 (0.83)
**PG 1152**	Hypothetical protein	3.28 (0.95)
**PG 1267**	Hypothetical protein	2.46 (0.13)
**PG 1634**	Hypothetical protein	2.58 (0.68)
**PG 1675**	Hypothetical protein	2.55 (0.53)
**PG 1908**	Hypothetical protein	-2.08 (0.07)
**PG 2130**	Hypothetical protein	-2.50 (0.21)
**PG 2212**	Hypothetical protein	-9.49 (0.66)
**PG 2224**	Hypothetical proteinmembrane protein, putative	-2.84 (0.56)
**PGN 0052**	Hypothetical protein	2.33 (0.29)
**PGN 0078**	Hypothetical protein	-2.47 (0.25)
**PGN 0178**	Conserved hypothetical protein	-2.42 (0.31)
**PGN 0320**	Conserved hypothetical protein	4.11 (0.50)
**PGN 0321**	Conserved hypothetical protein	3.66 (0.28)
**PGN 0322**	Conserved hypothetical protein	3.31 (0.99)
**PGN 0323**	Conserved hypothetical protein	3.81 (0.20)
**PGN 0332**	Conserved hypothetical protein	2.33 (0.14)
**PGN 0486**	Conserved hypothetical protein	2.28 (0.12)
**PGN 0588**	Conserved hypothetical protein	-2.49 (0.35)
**PGN 0663**	Conserved hypothetical protein	-2.72 (0.26)
**PGN 0664**	Conserved hypothetical protein	-2.51 (0.58)
**PGN 0797**	Conserved hypothetical protein	2.15 (0.06)
**PGN 0837**	Conserved hypothetical protein	-2.30 (0.31)
**PGN 0907**	Conserved hypothetical protein	-2.91 (0.63)
**PGN 0969**	Conserved hypothetical protein	2.87 (0.23)
**PGN 1083**	Hypothetical protein	2.23 (0.09)
**PGN 1385**	Hypothetical protein	2.24 (0.05)
**PGN 1400**	Conserved hypothetical protein	2.65 (0.22)
**PGN 1639**	Conserved hypothetical protein	3.48 (0.46)
**PGN 1992**	Conserved hypothetical protein	-2.24 (0.22)
**PGN 2087**	Conserved hypothetical protein	-2.29 (0.12)
**uvrAll**	Conserved hypothetical protein	-6.89 (2.97)

^A^ Putative identification from Genebank.

^B^ Results of three biological replicates.

An additional group of genes related to oxidative stress and metabolism was differentially expressed in *P*. *gingivalis*, as shown in Table 2. This group of genes, represented by PGN_2076 and PG_2213, are involved in oxidative and/or regulatory mechanisms, as Nitric oxide (NO) stress resistance and were significantly suppressed in biofilm growth. These genes enable bacteria to survive within the inflammatory microenvironment of the periodontal pocket. Similarly, alkyl hydroperoxidase reductase subunits genes (AhpC-F (PG_0618, PGN_0660, PG_0619 and PGN_0661) were down regulated in *P*. *gingivalis* biofilms. These genes are involved in the primary defense against reactive oxygen species (ROS), and therefore affecting the bacterium aero-tolerance. 

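PGN_2076 lies from 2335963 to 2336247 on the ATCC 33277 chromosome and is listed by the array as a conserved hypothetical protein. Its level fell from 14.09 ± 0.17 (SD, n = 3) in planktonic cells to 11.51 ± 0.75 in biofilm, a log2 fold change of -2.59 (standard error 0.33, adjusted p = 0.0111 from limma). It stayed past the threshold in 18 of the 19 alternatives, the exception being without planktonic replicate 2 (-2.48, adjusted p = 0.0728, the highest over its alternatives, where the lowest was 0.00314). PG_2213 of W83 (2324938 to 2325120), a nitrite reductase-related protein, fell from 17.13 ± 0.35 to 15.41 ± 0.42 (SD, n = 3), a log2 fold change of -1.72 (standard error 0.26, adjusted p = 0.0198 from limma). It lost the threshold in 4 alternatives, with the processed signal (-1.49, adjusted p = 0.0707, within 0.00694 to 0.0873 over its alternatives), with scale normalization and without planktonic replicate 2 or biofilm replicate 3. The next gene after PGN_2076, PGN_2077 (2336328 to 2336510), has the same length as PG_2213, 183 bp, and was also called, at 16.81 ± 0.06 and 15.62 ± 0.48 (SD, n = 3), but lost the threshold in 9 alternatives. In all 3 genes the biofilm arrays lay below the planktonic arrays. As fold changes, PGN_2076 was at -6.01 and PGN_2077 at -2.29, while Table 2 gives -2.46 for PGN_2076. A candidate explanation is that this row of Table 2 holds the value of PGN_2077, the next locus.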

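The genes of the C and F subunits of alkyl hydroperoxide reductase lie next to each other, at 718242 to 718808 (PGN_0660) and 718974 to 720521 (PGN_0661) on the ATCC 33277 chromosome, and PG_0618 lies from 670512 to 671078 on that of W83. PGN_0660 fell from 17.37 ± 0.14 (SD, n = 3) in planktonic cells to 15.15 ± 0.28 in biofilm, a log2 fold change of -2.22 (standard error 0.19, adjusted p = 0.00141 from limma). PGN_0661 fell from 15.10 ± 0.60 to 11.56 ± 0.33 (SD, n = 3), a log2 fold change of -3.53 (standard error 0.30, with the same adjusted p). PG_0618 fell from 16.88 ± 0.12 to 14.52 ± 0.37 (SD, n = 3), a log2 fold change of -2.36 (standard error 0.22, adjusted p = 0.00148 from limma), and has 1 of its 3 probes in common with PGN_0660. All probes of these genes were past the threshold on their own, and all 3 genes were called under each of the 19 alternatives. Probes of the same gene overlap, those of PGN_0661 over most of their length, so that they are not independent. As only ATCC 33277 was grown, the W83 names stand for probes designed on the other strain, not for further genes of this one. The decrease was larger than the spread between replicates in every one of them, with all biofilm arrays below the planktonic arrays. The paper states that these genes take part in the primary defense against reactive oxygen species, and from this role it reasons that aero-tolerance is affected.

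**Figure D1:**
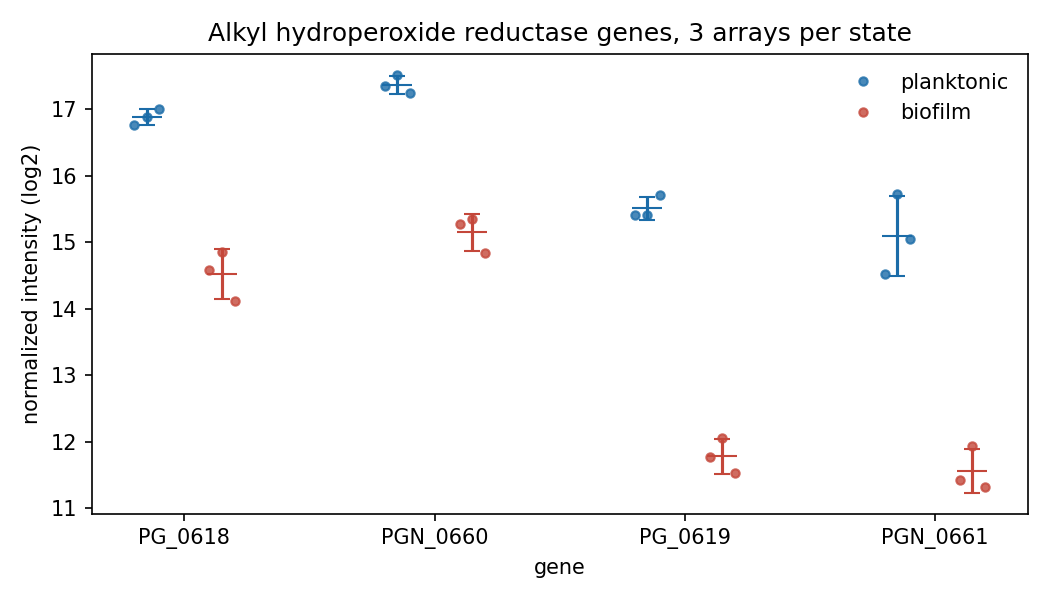
Normalized log2 intensity (vertical axis) of PG_0618, PGN_0660, PG_0619 and PGN_0661 on each of the 3 planktonic (blue) and 3 biofilm (red) arrays. Each point is an array, and the bars are the mean ± SD of a state; the biofilm arrays of each gene lie below its planktonic arrays.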

In fact, PG_0619 was the gene most differentially suppressed (-13.13 (SD 0.70)). On the other hand, the putative genes related to metabolism NADPH-NAD transhydrogenases (PGN_1120, PGN_1122 and pntB) were up-regulated.

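PG_0619 lies from 671244 to 672791 on the W83 chromosome and encodes the F subunit of alkyl hydroperoxide reductase. Its level was 15.51 ± 0.17 (SD, n = 3) in planktonic cells and 11.79 ± 0.26 in biofilm, a log2 fold change of -3.72 (standard error 0.20, adjusted p = 4.6e-05 from limma), the most negative of the 3971 genes in this test. Its 3 probes are printed for no other gene and gave log2 fold changes between -3.80 and -3.65. They overlap over most of their length, so that their agreement is not independent evidence. The lowest value was that of the probe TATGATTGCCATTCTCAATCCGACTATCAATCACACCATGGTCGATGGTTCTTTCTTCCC (standard error 0.24). Over the 19 alternatives the log2 fold change stayed between -3.84 and -3.50, past the threshold in each. It differed from that of PGN_0661 by less than the standard error of the latter.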

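PGN_1120 (1247326 to 1248483) and PGN_1122 (1248904 to 1251441) lie close together on the ATCC 33277 chromosome. PGN_1120 rose from 12.86 ± 0.23 (SD, n = 3) in planktonic cells to 13.92 ± 0.04 in biofilm, a log2 fold change of 1.06 (standard error 0.18, adjusted p = 0.0289 from limma), and PGN_1122 from 12.55 ± 0.09 to 13.76 ± 0.19, a log2 fold change of 1.22 (standard error 0.17, adjusted p = 0.0166 from limma). *pntB* of W83 (1412182 to 1414170) rose from 12.26 ± 0.09 to 13.49 ± 0.47 (SD, n = 3), a log2 fold change of 1.23 (standard error 0.24, adjusted p = 0.0362 from limma). All 3 genes were past the threshold, share no identical probe sequence with another gene, and had all biofilm arrays above the planktonic arrays. They lost the threshold in 5, 3 and 5 of the 19 alternatives, in each case without planktonic replicate 2 and without biofilm replicate 2. Without the latter, *pntB* had a log2 fold change of 1.02, PGN_1120 of 1.08 and PGN_1122 of 1.15. Each probe of *pntB* overlaps a near-identical probe of PGN_1122, for example with 59 of 60 bases the same. As only ATCC 33277 was grown, *pntB* may be a further reading of PGN_1122 transcripts and not of another gene.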

The genes involved in transposon functions, demonstrated heterogeneous results (Table 2). 

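Transposases move insertion sequences, of which *P*. *gingivalis* carries many near-identical copies, so that a probe can read several of them. Of the IS*Pg1* genes in Table 2, PGN_0219 (236434 to 237003) fell from 15.76 ± 0.14 (SD, n = 3) in planktonic cells to 14.52 ± 0.30 in biofilm, a log2 fold change of -1.24 (standard error 0.20, adjusted p = 0.0281 from limma), and PGN_1216 (1356488 to 1357573) from 16.57 ± 0.20 to 15.54 ± 0.16, a log2 fold change of -1.04 (standard error 0.18, adjusted p = 0.0289 from limma). Both were called, although PGN_1216 lost the threshold in 9 and PGN_0219 in 6 of the 19 alternatives, with log2 fold changes of -0.53 and -0.86 under scale normalization. PGN_0575 and PGN_1420 each had a log2 fold change of -0.93, with adjusted p of 0.0365 and 0.0341 from limma, and were not called, since the change was under 2-fold, but both were without planktonic replicate 3 (-1.07 and -1.05). PGN_0579 (628159 to 629265), listed by the array as a conserved hypothetical protein, fell from 10.99 ± 0.15 to 9.59 ± 0.47 (SD, n = 3), a log2 fold change of -1.40 (standard error 0.25, adjusted p = 0.0289 from limma), and lost the threshold in 3 alternatives that left out an array, for example without biofilm replicate 2 (-1.33, adjusted p = 0.140, the highest over its alternatives, where the lowest was 0.0155). PGN_0478 (526319 to 526489), in IS*Pg4*, rose from 8.31 ± 0.50 to 9.31 ± 0.29 (SD, n = 3), a log2 fold change of 1.00 (standard error 0.27, adjusted p = 0.0707 from limma), and was well above background on 5 of the 6 arrays. PGN_0578 (627916 to 628137) rose from 9.89 ± 0.47 to 10.81 ± 0.22 (SD, n = 3), a log2 fold change of 0.92 (standard error 0.25, adjusted p = 0.0730 from limma). Neither of these increases was past the threshold, although the arrays of both states did not overlap. Over the whole strain, all 48 genes annotated to IS*Pg1* were lower in biofilm, with a median log2 fold change of -0.78, but under scale normalization 39 of the 48 were. They are read through only 47 distinct probe sequences, of which 42 were lower. Of the 28 IS*Pg3* genes 24 were lower, with a median of -0.36 that came to -0.08 without planktonic replicate 1, and the 6 IS*Pg2*, 2 IS*Pg4*, 4 IS*Pg5* and 3 IS*Pg6* genes went both ways.

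**Figure D2:**
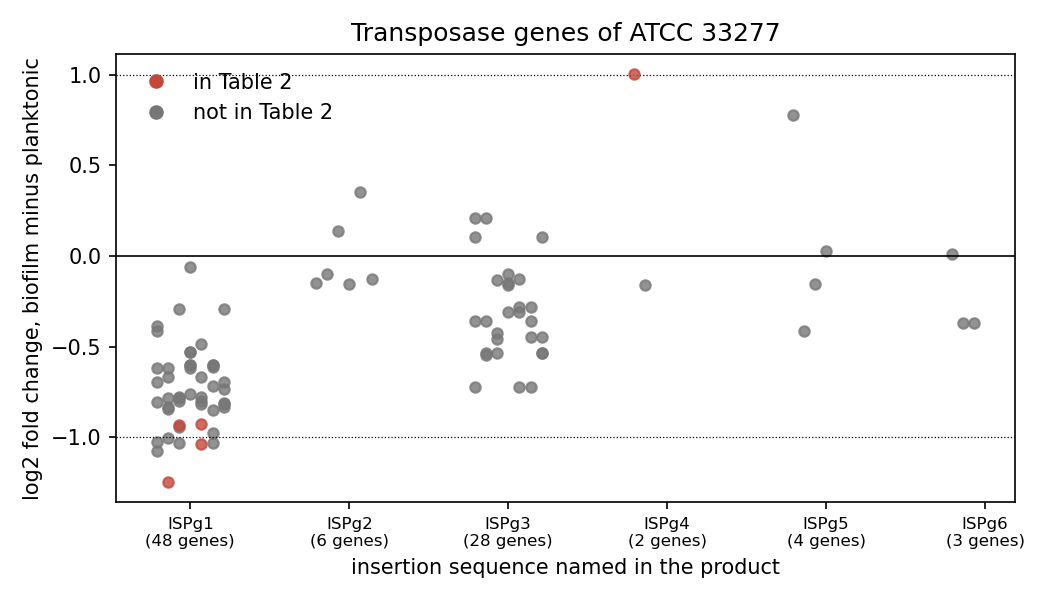
Log2 fold change (biofilm minus planktonic, vertical axis) of the transposase genes of ATCC 33277 by insertion sequence, with the number of genes of each. Each point is a gene, red where it is in Table 2; dotted lines mark a 2-fold change, and all 48 IS*Pg1* points lie below 0 (39 of 48 under scale normalization, not drawn).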

While genes corresponding to partial transposase in IS*Pg1* (PGN_0219, PGN_0575, PGN 1216 and PGN_1420) and PGN_0579 were down-regulated, genes belonging to the partial transposase in IS*Pg4* (PGN_0478) and PGN_0578 were up-regulated.

Genes related to the CRISPRs and associated CAS proteins system (CRISPR/Cas), like (PGN_1924-Cas2, PGN_1925-Cas1) were down-regulated in biofilm growth, while the gene PGN_1286, thought to be a lysozyme, was up regulated.

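PGN_1924 (2146958 to 2147248) and PGN_1925 (2147268 to 2148026) are neighbours on the ATCC 33277 chromosome, and the array lists both as conserved hypothetical proteins. PGN_1924 fell from 11.73 ± 0.26 (SD, n = 3) in planktonic cells to 10.76 ± 0.14 in biofilm, a log2 fold change of -0.97 (standard error 0.19, adjusted p = 0.0362 from limma), just under the 2-fold criterion. PGN_1924 was called in 4 of the 19 alternatives, among them with quantile normalization (-1.01, adjusted p = 0.0331, within 0.0186 to 0.167 over its alternatives), with scale normalization and with the processed signal. PGN_1925 fell from 13.02 ± 0.16 to 11.80 ± 0.36 (SD, n = 3), a log2 fold change of -1.21 (standard error 0.21, adjusted p = 0.0289 from limma), and was called except without planktonic replicate 1 or 2 or biofilm replicate 2. Without the last it was at -1.17, adjusted p = 0.140, the highest over its alternatives, where the lowest was 0.0156. The genes that the array annotates as CRISPR-associated are others, and none was called. PGN_1959 (Cas2) had a log2 fold change of 0.29, PGN_1960 (Cas1) of -0.43, PGN_1961 (Cas4) of -0.59 and PGN_1964 (Cas3) of -1.03, with adjusted p of 0.564, 0.165, 0.184 and 0.0584 from limma. Of these, PGN_1964 was past the threshold in 4 of the 19 alternatives, among them with scale normalization and without planktonic replicate 3. PGN_1286 (1433029 to 1433544), a probable lysozyme, rose from 9.18 ± 0.11 to 10.52 ± 0.06 (SD, n = 3), a log2 fold change of 1.34 (standard error 0.16, adjusted p = 0.00760 from limma). Its 3 probes are also those of PGN_0055, another probable lysozyme, so that the arrays cannot separate the pair. It lost the threshold without background correction (0.97, adjusted p = 0.0223, within 0.00370 to 0.0554 over its alternatives) and without biofilm replicate 2 (1.33, adjusted p = 0.0554).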

Among the genes related to fimbriae, only one gene, *fimD*, one of the minor components of the fimbriae A, appeared down-regulated by a factor of -2.30 (SD 0.26) in biofilm *versus* planktonic cells.

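*fimD* lies from 193888 to 195900 on the ATCC 33277 chromosome, in a row with *fimA*, *fimC* and *fimE*. Its level was 11.52 ± 0.66 (SD, n = 3) in planktonic cells and 10.34 ± 0.26 in biofilm, a log2 fold change of -1.17 (standard error 0.31, adjusted p = 0.0693 from limma), which was not past the threshold although all biofilm arrays lay below the planktonic arrays. It was past the threshold in 5 of the 19 alternatives, among them with the processed signal (-1.57, adjusted p = 0.0445, within 0.0188 to 0.227 over its alternatives), with scale normalization and without planktonic replicate 1. *fimA* of ATCC 33277 fell from 14.20 ± 0.14 to 13.32 ± 0.31 (SD, n = 3), a log2 fold change of -0.88 (standard error 0.20, adjusted p = 0.0485 from limma), under the 2-fold criterion. *fimC* and *fimE* had log2 fold changes of -0.73 and -0.67 (adjusted p = 0.184 and 0.0777 from limma), and *mfa1*, of the other fimbria, of -0.14 (adjusted p = 0.726), which was positive with scale normalization and with the median of the probes. The genes of the regulators *fimR* and *fimS* had log2 fold changes of 0.36 and 0.30 (adjusted p = 0.529 and 0.578 from limma). The differences between *fimD* and the other genes of the cluster were not tested.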

Among the genes involved in the biogenesis of components of ribosomal subunits, the genes *rpmH*, *rpsF* and *rpII* were up-regulated while *KsgA* were down-regulated when in comparing biofilm with planktonic growth.

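*rpmH* (ribosomal protein L34, 753943 to 754095 on the ATCC 33277 chromosome) rose from 12.45 ± 0.54 (SD, n = 3) in planktonic cells to 13.68 ± 0.14 in biofilm, a log2 fold change of 1.23 (standard error 0.26, adjusted p = 0.0415 from limma). Its entries for ATCC 33277 and W83 have the same 3 probes and therefore the same values, and both lost the threshold in 7 of the 19 alternatives, among them the median of the probes (1.16, adjusted p = 0.0682, within 0.0210 to 0.176 over its alternatives) and without biofilm replicate 2 (1.18, adjusted p = 0.176). *rpsF* (ribosomal protein S6, 700015 to 700368) rose from 14.14 ± 0.22 to 15.09 ± 0.30 (SD, n = 3), a log2 fold change of 0.95 (standard error 0.21, adjusted p = 0.0435 from limma), under the 2-fold criterion. *rplI* (ribosomal protein L9, 700669 to 701208) rose from 14.56 ± 0.33 to 15.60 ± 0.45 (SD, n = 3), a log2 fold change of 1.04 (standard error 0.26, adjusted p = 0.0610 from limma). Neither of the latter was called, but *rpsF* was in 2 and *rplI* in 3 of the 19 alternatives, both of them with scale normalization (1.29, adjusted p = 0.0186, the lowest over its alternatives, where the highest was 0.182 for *rpsF* and 1.42, adjusted p = 0.0382, within 0.0164 to 0.233 over its alternatives for *rplI*) and without biofilm replicate 1. *ksgA*, a dimethyladenosine transferase that modifies ribosomal RNA (157257 to 158033 on W83), fell from 13.65 ± 0.42 to 12.68 ± 0.29 (SD, n = 3), a log2 fold change of -0.97 (standard error 0.25, adjusted p = 0.0632 from limma), and was called only without planktonic replicate 3 (-1.19, adjusted p = 0.0413, within 0.0199 to 0.196 over its alternatives). In each of these genes the arrays of both states did not overlap. Unlike the *rplI* entry of ATCC 33277, that of W83 was called, at a log2 fold change of 1.12 (adjusted p = 0.0435 from limma).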

The array data (Table 2) indicated that several RNA polymerase sigma factors of the σ70 family (PG_0214, PG_0985, PGN_0319, PGN_0450, PGN_0970), involved in the regulation of biofilm formation and diverse physiological processes, particularly virulence, were up-regulated in biofilm *versus* planktonic cells. On the other hand, PGN_0082, a probable transcriptional regulator in the AraC family, was down-regulated in biofilms cells.

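Sigma factors of the extracytoplasmic function subfamily direct RNA polymerase to certain promoters. PGN_0319 (349809 to 350342 on the ATCC 33277 chromosome) rose from 12.56 ± 0.61 (SD, n = 3) in planktonic cells to 15.04 ± 0.07 in biofilm, a log2 fold change of 2.47 (standard error 0.28, adjusted p = 0.00625 from limma), and was called under all 19 alternatives. Its probe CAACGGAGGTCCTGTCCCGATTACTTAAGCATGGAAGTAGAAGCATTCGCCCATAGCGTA gave the largest of its probes' values, 2.58 (standard error 0.33). PGN_0970 (1077611 to 1078117) rose from 13.72 ± 0.43 to 15.41 ± 0.25 (SD, n = 3), a log2 fold change of 1.69 (standard error 0.24, adjusted p = 0.0166 from limma). PG_0214 of W83 (251103 to 251603) rose from 12.67 ± 0.90 to 14.83 ± 0.13 (SD, n = 3), a log2 fold change of 2.17 (standard error 0.38, adjusted p = 0.0289 from limma), and PG_0985 of W83 (1047070 to 1047576) from 14.42 ± 0.56 to 16.27 ± 0.44, a log2 fold change of 1.85 (standard error 0.31, adjusted p = 0.0289 from limma). The last 3 genes lost the threshold in 4, 3 and 4 alternatives, all of which left out an array, and without biofilm replicate 2 had adjusted p of 0.0554, 0.135 and 0.127 from limma. PGN_0450 (491540 to 492064) was at 12.01 ± 0.80 and 13.33 ± 0.94 (SD, n = 3), a log2 fold change of 1.31 (standard error 0.50, adjusted p = 0.170 from limma), with overlapping arrays, and came past the threshold in 3 of the 19 alternatives, among them without biofilm replicate 1 (1.84, adjusted p = 0.0474, within 0.00865 to 0.425 over its alternatives). The other sigma factor genes of ATCC 33277 went both ways and none was called, with log2 fold changes of 0.86 for *rpoD*, -0.53 for PGN_0274, -0.76 for PGN_1108 and -0.99 for PGN_1740, the last just under the 2-fold criterion.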

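PGN_0082 lies from 86465 to 87313 on the ATCC 33277 chromosome. Its level was 15.35 ± 0.25 (SD, n = 3) in planktonic cells and 14.16 ± 0.28 in biofilm, a log2 fold change of -1.19 (standard error 0.21, adjusted p = 0.0289 from limma), with all biofilm arrays below the planktonic arrays. Its 3 probes gave log2 fold changes between -1.35 and -1.08. The gene lost the threshold in 6 of the 19 alternatives, among them scale normalization (-0.84, adjusted p = 0.0382, within 0.0168 to 0.117 over its alternatives) and without biofilm replicate 2 (-1.31, adjusted p = 0.0896).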

The riboflavin-related gene encoded to the 3,4-dihydroxy-2-butanone 4-phosphate synthase/ GTP cyclohydrolase II protein (PGN_0643) was found up-regulated in *P*. *gingivalis* biofilm. This gene has been implicated in quorum sensing signaling and extracellular electron transfer. 

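PGN_0643 lies from 703442 to 704659 on the ATCC 33277 chromosome and has 2 of its 3 probes in common with *ribBA* of W83. Its level was 12.96 ± 0.31 (SD, n = 3) in planktonic cells and 13.91 ± 0.55 in biofilm, a log2 fold change of 0.95 (standard error 0.29, adjusted p = 0.0952 from limma). All biofilm arrays lay above the planktonic arrays, but the gene was not past the threshold, except without biofilm replicate 1 (1.26, adjusted p = 0.0404, the lowest over its alternatives, where the highest was 0.338).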

On the contrary, the gene VimF was down-regulated. This gene has been involved in the maturation/activation/anchorage of gingipains and other virulence factors of *P*. *gingivalis*. 

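*vimF* lies from 1173309 to 1174559 on the ATCC 33277 chromosome. Its level was 10.47 ± 0.21 (SD, n = 3) in planktonic cells and 9.71 ± 0.12 in biofilm, a log2 fold change of -0.76 (standard error 0.18, adjusted p = 0.0537 from limma), with all biofilm arrays below the planktonic arrays. Its probes gave log2 fold changes from -1.10 to -0.28, and the gene was not past the threshold under any of the 19 alternatives, where its log2 fold change lay between -0.85 and -0.59.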

Lastly, 45% of the 92 differentially regulated *P*. *gingivalis* genes were of unknown or poorly characterized functions, most of them encoding unknown proteins.

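Among the 78 genes called here, 43 (55.1%) are listed by the array as hypothetical, unknown or uncharacterized, with an exact binomial 95% interval (Clopper-Pearson) from 43.4% to 66.4%. The interval covers counting error only and takes the genes as independent, although some have probes in common. Of all 3971 genes on the array, 1535 (38.7%) carry such a product name, and of the 92 genes in Table 2, 51 (55.4%) do by the names on the array. Over the alternatives the share of the called genes ranged from 25.0% of the 8 genes called without biofilm replicate 2 to 64.6% of the 48 called with the processed signal. It was 62.7% with quantile normalization, 59.3% with scale normalization and 40.6% of 155 genes with no fold criterion.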

The microarray results were validated by RT-qPCR on four of the genes from the up-regulated group and five from the down-regulated group. Fig 3 illustrates the high correlation between the gene expression of logarithm-transformed of RT-qPCR plotted against the average log_2_ ratio values obtained by microarray analysis (R² = 0.9716).

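Of the 9 genes chosen for RT-qPCR, 7 were past the threshold on the arrays, and PGN_0575 and *vimF* were not. PG_0215 of W83 (251600 to 252088) and PGN_0320 of ATCC 33277 (350342 to 350827) have the same 3 probes and are therefore a single measurement on the array, at 12.29 ± 0.69 (SD, n = 3) in planktonic cells and 14.41 ± 0.09 in biofilm, a log2 fold change of 2.12 (standard error 0.31, adjusted p = 0.0166 from limma). They lost the threshold in 3 of the 19 alternatives, for example without biofilm replicate 2 (2.14, adjusted p = 0.0869, the highest over its alternatives, where the lowest was 0.00314). PG_2130 of W83 (2235707 to 2236288), a hypothetical protein, fell from 14.11 ± 0.08 to 12.90 ± 0.50 (SD, n = 3), a log2 fold change of -1.203 (standard error 0.25, adjusted p = 0.0379 from limma). It lost the threshold when any of the 6 arrays was left out, with the processed signal (-1.13, adjusted p = 0.0834, within 0.0210 to 0.148 over its alternatives) and with scale normalization. Without biofilm replicate 2, 2 of the 9 genes were past the threshold, and without planktonic replicate 3, 6 were. In all 9 genes the arrays of both states did not overlap. No correlation with RT-qPCR was computed, since its values are shown only in Fig 3.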

**Fig 3:**
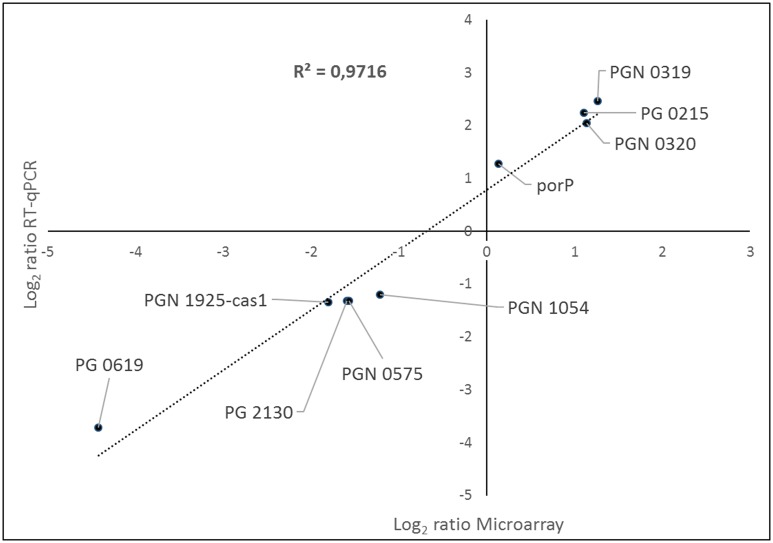
Correlation between microarray and Reverse Transcription-quantitative Polymerase Chain Reaction (RT-qPCR) gene expression ratios determined for biofilm *versus* planktonic cells. The RT-qPCR log_2_ values were plotted against the microarray data log_2_ values (R^2^ = 0.9716).

## Discussion

This microarray-based comparative transcriptomic study has shown the up- and down- regulation of specific genes of *P*. *gingivalis* during the early stages of biofilm maturation (96 h of incubation). These gene expression patterns showed that 4.8% (92/1,909) of the genes of *P*. *gingivalis* significantly changed in biofilm, when compared to planktonic growth. Although this does not represent a huge difference between the two lifestyles [10, 20, 21], small changes in the level of expression of one gene can be amplified through regulatory networks and result in significant phenotypic alterations [22–24]. These results are in agreement with previous reports on other pathogens, such as *P*. *aeruginosa* or *Escherichia coli* grown under similar differential growth conditions, in which less of 5% of differential expression was demonstrated [10, 11, 25, 26].

When assessing the different functional categories affected by the differentially regulated genes, a wide diversity was observed, which may indicate that the adaptation of *P*. *gingivalis* to a community lifestyle required a broad-based transcriptional modulation. This adaptation involved different virulence factors, as proteins codifying for outer membrane proteins or for fimbriae. Outer membrane vesicles (OMVs) of *P*. *gingivalis*, which are formed by “blebbing” portions of their outer membrane, have been recognized as important virulence factors of this pathogen in relation to periodontitis [6]. These vesicles contained specific proteases, termed gingipains (Arg-gingipain [Rgp] and Lys-gingipain [Kgp]) [5] associated with the capacity of *P*. *gingivalis* to invade host epithelial cells [27, 28]. This transcriptomic study has revealed four genes, which codify proteins located in the OMVs of *P*. *gingivalis* being over-expressed (OmpH-1 and OmpH-2, PG_0448, and PG_0987). This finding was already described by Veith *et al*. (2014) [29]. Similarly, Kuboniwa *et al*. (2009) [30] using proteomic technology studied *P*. *gingivalis* in biofilm growth and reported significantly increased cell envelope proteins, such as OmpH protein PGN_0301, whose encoding gene has been shown over expressed in this investigation.

The up-regulation of these proteins in biofilm *versus* planktonic state has also been reported in others studies demonstrating that OMVs and related genes play an important role in bacterial co-aggregation [31] and attachment to epithelial cells [32]. Although differential expression of genes has been shown at *in vivo* polymicrobial biofilms (Díaz and Kolenbrander [33], this study has confirmed that up-regulation could also occur when growing in an *in vitro* mono-species *P*. *gingivalis* biofilm.

Fimbriae of *P*. *gingivalis* have also been recognized as a major virulence factor, since they mediate in cell adhesion and may facilitate their capacity to invade periodontal tissues [34–38]. Only one gene, *fim D*, was found down-regulated in this study. This gene is a minor component of a seven gene cluster, *fimX*, *pgmA and fim ABCDE*, which encode type 1 fimbriae, and it is characterized by mannose-sensitive hemagglutination and being assembled via the chaperone/usher pathway [39, 40]. These genes participate in the biogenesis of the fimbriae, regulating their number and length, as well as their adherence function [41, 42]. Nevertheless, Krogfelt and Klemm (1988) observed that a clone of *E*. *coli*, not containing the genes encoding the minor component proteins, still produced fimbriae consisting of pure Fim A protein, (main structural component of the fimbriae type I), indicating that, at least in the case of *E*. *coli*, the minor components were not necessary for the structural integrity of the fimbriae, although these fimbriae were non-adhesive and did not confer hemaglutination [42–45]. Similarly, Whiteley *et al*. (2001) suggested that these appendages may not be required at the later stages of biofilm formation for maintenance of a mature biofilm, since fimbria, pili or flagella were only involved at initial steps of attachment [10, 15].

The lipoprotein-related gene PGN_0151 was over-expressed in biofilm. Hirano *et al*. (2013) reported that a mutant of this gene was reduced in its ability to form biofilms compared to wild type [46] what suggests that these genes were significantly involved in the biofilm lifestyles of *P*.*gingivalis*. In regards to those genes involved in the adaptation to new local environmental conditions, this investigation showed a differential expression of those genes involved in the transposition system (PGN_0219, PGN_0575, PGN 1216, PGN_1420, PGN_0579, PGN_0478 and PGN_0578), some of them codifying insertion sequences (IS). Since transposition is generally known to be triggered by cellular stress [47–49], this finding suggests that these transposable elements, moving from one site within the genome to another, could have an important role in the genomic re-arrangement and recombination in *P*. *gingivalis* growing in biofilm. This adaptation to stressful local environmental conditions has been previously reported [7, 50–53]. Furthermore, the CRISPR-Cas and associated CAS proteins system represents a unique system that provides prokaryotic cells, as *P*. *gingivalis*, adaption and protection from host defenses [54, 55]. Down-regulation of the genes PGN_1924-Cas2, PGN_1925-Cas1 may suggest a decrease in the defensive capability of *P*. *gingivalis* ATCC 33277 when growing as single-species biofilm *in vitro* or its adaptation to an environment without competing species.

Gene PG_2213, encoding a putative nitrite reductase-related protein and implicated in nitric oxide (NO) stress resistance was repressed in *P*. *gingivalis* biofilm growth [56, 57]. The ability to down-regulate nitrite reduction [58], involves the expression of several genes known to be induced by nitrogen oxides and low oxygen tension [59, 60]. Whether *P*. *gingivalis* PG_2213 has a similar role is unknown. Boutrin et al. (2012) suggested that NO stress resistance in *P*.*gingivalis* was facilitated by a complex and tightly regulated network of genes involved in multiple pathways, including, energy metabolism, gene regulation, detoxification, and virulence [56].

Furthermore, although *P*. *gingivalis* seems to lack a protective NADH oxidase, Alkyl hydroperoxide reductase (genes PG_0618, PGN_0660, PG_0619 and PGN_0661), C subunit (AhpC), have been reported to be involved in *P*. *gingivalis* aero-tolerance processes. The up-regulation of genes related to NADPH-NAD transhydrogenases (PGN_1120, PGN_1122, *pntB*) suggests that *P*. *gingivalis* growing in biofilm has elevated metabolic activities, as shown with *C*. *acetobutylicum*, by Liu *et al*. (2016) [9]. In this investigation, several genes related to ribosome function (*rpmH*, *rpsF*, *rpII* and *KsgA)* were over expressed in the biofilm, what may indicate that the metabolic increase was associated to ribosome function, that may require up to 40% of the cell's energy in growing bacteria [52].

The observed differential up regulated expression of sigma factors in biofilm cells (PG_0214, PG_0985, PGN_0450, PGN_0970, PGN_0319) might indicate that these genes are important regulators of *P*. *gingivalis* during biofilm growth [8]. Similar results have been reported for *E*.*coli* [61]. Besides, members of the AraC family of transcriptional regulators (PGN_0082), with decreased expression in the biofilm, have been shown to be important in carbon metabolism (degradation of sugars such as arabinose), stress response to virulence in other species [62], and in the regulation of quorum sensing signaling in *P*. *aeruginosa* [63]. Also, related to quorum sensing signaling, the up regulated gene PGN_0643, has been involved in the biosynthesis of riboflavin, a substance associated in a number of extracellular processes by bacteria, especially Gram-negative organisms [64–66].

There are, however, important limitations associated to this study, since the biofilm used was an *in vitro* single-species model. The obtained results, however, may serve as a resource for future studies in oral biofilms aimed to further understand the genetic basis of the regulatory mechanisms of *P*.*gingivalis* and other pathogenic bacteria involved in subgingival biofilm growth and maturation.

## Conclusions

By means of transcriptomic analysis, this study has shown that 4.8% of the *P*. *gingivalis* ATCC 33277 genome exhibited differential expression profiles when grown in biofilm. In such biofilm growth, the up-regulated genes were mainly those related to the cell envelope, as the genes encoding for the cationic OMPs or gene PGN_0151, which appear as a novel *P*. *gingivalis* gene that seems to have a role in the biofilm state. Also, the genes implicated in PorSS system and RNA polymerase sigma factors of the σ70 family, which are genes related to virulence/proliferation factors were up-regulated. On the contrary, the expression of most of the genes involved in oxidative stress or CRISPRs system were suppressed.

Therefore the adaptive response of *P*. *gingivalis* in biofilm growth demonstrated changes in gene expression profiles.

How the deposited data were processed for this re-analysis (not part of the article)

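Total RNA of *P*. *gingivalis* ATCC 33277 from 3 planktonic and 3 biofilm samples at 96 h was hybridized as Cy3-labelled cDNA to 6 arrays, 1 sample per array and all on 1 slide. For each array the authors deposited the output of Feature Extraction 10.7.3.1, with the mean intensity of a spot, the median of its local background, a processed signal and marks for outlier spots on a linear scale. They also deposited log2 values of each spot, which run from 5.73 to 18.9. The sorted values of the 6 arrays in that table differ by at most 0.0185, so that all arrays have the same distribution, and each array's column had its highest correlation with its own scanner values (6 of 6).

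The mean intensity was corrected with normexp (limma 3.58.1 in R 4.3.3, offset 50), taken as log2 and normalized with cyclic loess. Spots marked as non-uniform or as population outliers were left out, between 1 and 74 on an array. Spots with the same sequence of 60 bases were averaged and are called a probe, a definition set after the files were seen because each spot has a name of its own. A probe was tested where both states had a value and at least 3 values were present in all, which holds for 9088 probes, of which 9043 were measured on every array. The rule for missing values was not laid down before the data were examined, and with probes measured on every array only, 46 in place of 49 probes were past the threshold. The log2 values of the 3 probes of a gene were averaged on each array. Gene names, products and coordinates are those of the array's annotation, and no reference genome was used. Tables were read with data.table 1.17.8 and jsonlite 2.0.0.

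Biofilm was compared with planktonic over all 6 arrays by limma's linear model with empirical Bayes moderation, with the state as the only term, for genes and for probes. P-values were adjusted by the method of Benjamini and Hochberg over all genes or all probes, and the threshold was an adjusted p under 0.05 with at least a 2-fold change. Gene families of ATCC 33277, picked by words in the product name, were tested with camera at a preset correlation of 0.01, adjusted over the 6 families with at least 3 genes. The fimbria family had 2 genes and no test. Exact permutation of 3 arrays against 3 gives no p under 0.1. The lowest Pearson correlation between arrays of a state, across genes, was 0.972. On simulated data made from these arrays, with 200 of 3971 genes changed by 1.5 on the log2 scale, 93% of the changed genes and 1 unchanged gene were called, and without any change 0 were. The simulated noise was independent between genes, and every simulated change was well past 2-fold. These rates therefore need not hold for the real arrays, where genes vary together and many changes are near 2-fold.

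The genes named are those named in the Results, Table 1 or Fig 3, the 5 most positive and the 5 most negative fold changes of Table 2, and outside Table 2 the 5 largest increases and 5 largest decreases among genes past the threshold whose arrays do not overlap between the states. Other genes of the *por*, *fim*, CRISPR-associated and sigma factor families, and genes named for a shared probe, for lying beside a named gene or for a difference from Table 2, were chosen after their values were seen.

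Alternatives were the normexp offset of 0, no background correction, the processed signal set to its 75th percentile, quantile and scale normalization, paired log ratios with a replicate block, a replicate block, outlier spots kept, dim probes left out, an intensity trend in the empirical Bayes step, the authors' processed values, the median of the probes, each array left out, an unadjusted p, a 1.5-fold and no fold criterion, calls from single probes, ATCC 33277 genes only, and for families fry and an estimated correlation. Removal of the trend with GC content, 3 spots at unadjusted p on the authors' values, each spot tested alone and probes measured on every array only were added after seeing the data. The methods scale log-ratios by the median absolute value, which the paired log ratios follow. The methods do not say how probes were joined into genes. Images and confocal microscopy were not analysed here, and the values of RT-qPCR were only read by eye from Fig 3.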

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

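The tests of probes shared with Table 2, of the rule that joins spots into genes and of signal near background, of GC content and of the row of the slide were chosen after the result was seen, and those of brightness and of other splits of the arrays before.

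Past the threshold here, but outside the genes the paper lists in Table 2, were 24 genes, 16 up and 8 down, and this set them apart as a signal in genes the paper does not report. The largest increases were those of PGN_0952 (log2 fold change 1.38), PGN_0055 (1.34), PG_1060 (1.31), PG_1635 (1.299) and PGN_0485 (1.20), and the largest decreases those of PGN_0589 (-1.25), PGN_2077 (-1.19), PGN_0966 (-1.07), PGN_0077 (-1.05) and PGN_0842 (-1.03). PGN_0952 had an adjusted p of 0.0491 from limma and lost the threshold in 12 of 19 alternatives. All 24 were also called with a normexp offset of 0, with outlier spots kept and with an intensity trend, 22 with dim probes left out, 17 with the GC trend removed, 16 in the authors' values, 13 with quantile normalization, 12 with scale normalization, 8 with the median of the probes, 7 with the processed signal and 7 without background correction. Single arrays mattered: without biofilm replicate 2 limma called 0 of the 24 (18 at an unadjusted p), without planktonic replicate 2 it called 1, PGN_0055, without planktonic replicate 1 it called 3, without biofilm replicate 3 it called 4, and without planktonic replicate 3 or biofilm replicate 1 it called 12.

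Signal near background is argued against: 24 of 24 were well above background on all 6 arrays. Probes of the same sequence as in a gene of Table 2 are a candidate explanation for 9 of the genes, such as PGN_0055, which has the 3 probes of PGN_1286, and not for the other 15, which have none. Near-identical probes were not counted in this test, so that it does not exclude them for the 15. A probe of PGN_2077 overlaps one of PG_2213 in Table 2, with 58 of 59 bases the same. For *rplI* of W83 and *rplI* of ATCC 33277, which is in Table 2, it was 53 of 55. The rule that joins spots into genes may also account for their absence from Table 2: only 1 of the 24, PGN_2077, had at least 3 spots that pass on their own in the authors' values.

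For the calls as a whole, GC content is argued against by a Spearman rho of 0.0143 across probes, which are not independent, with 67 of the 78 genes still called after its trend was removed. That removal moved the log2 fold changes by a median of only 0.01, which limits this test. A trend with brightness cannot be told apart, since loess itself brings the medians along intensity near 0, and the largest median log2 fold change among 5 groups of genes by brightness, 0.115, does not decide it. Of the 78 calls, 42 lay in the brightest of these groups, 24 up and 18 down, and 1 in the dimmest. The row of the slide cannot be told apart from the state, since 0 rows hold arrays of both. Other splits of the arrays cannot exclude chance, as 3 arrays against 3 make 10 splits and no share under 0.1: the real split was the only 1 of 10 with as many genes or probes past the threshold, and the others gave 0 genes and 0 probes from limma, though up to 72 genes and 243 probes at an unadjusted p with at least 2-fold. A difference between biofilm and planktonic growth stays open as an explanation beside these, and was not tested apart from them.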

How the results depend on the processing

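Of the alternatives below, the removal of the GC trend, each spot tested alone, probes measured on every array only, and 3 spots at unadjusted p on the authors' values were chosen after seeing the data. For the named genes, 19 alternatives were run, and their calls were kept in 867 cases, lost in 187 and gained in 29, with 0 reversed. All 78 called genes kept their sign under each of the 19. The genes called under each of the 19 were PG_0618, PG_0619, PG_2212, PGN_0319, PGN_0660 and PGN_0661.

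Leaving out an array changed the counts in both directions, and the cause was not tested: without biofilm replicate 2 there were 8 genes, all of them among the 78, and without biofilm replicate 1 there were 100, of which 52 were. The lowest and highest numbers were 1 (without biofilm replicate 2) and 73 (without biofilm replicate 1) for up-regulated genes, 5 (without planktonic replicate 2) and 49 (without planktonic replicate 3) for down-regulated genes, and 15 (without planktonic replicate 1 or 2) and 36 (without planktonic replicate 3) for probes. Of the genes of Table 2 between 8 and 49 were past the threshold and 91 or 92 kept the direction, and of the RT-qPCR genes 2 to 6 were. The share of hypothetical proteins lay between 25.0% and 50.6%. The log2 fold change lay between 0.90 and 1.24 for *porP*, -3.84 and -3.59 for PG_0619, -1.07 and -0.83 for PGN_0575, -1.40 and -1.06 for PGN_1925, 2.15 and 2.78 for PGN_0319, -0.84 and -0.65 for *vimF*, 1.75 and 2.45 for PG_0215 and PGN_0320, and -1.39 and -0.93 for PG_2130. Family medians lay between -0.63 and -0.40 for transposases, -0.63 and -0.42 for CRISPR, -0.36 and 0.14 for oxidative stress, 0.22 and 0.30 for ribosomal proteins, 0.73 and 1.07 for sigma factors and 0.03 and 0.22 for outer membrane proteins. The CRISPR family was past its threshold without planktonic replicate 3.

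Without background correction there were 49 genes, 26 up, and *porP* was at 0.76. With the processed signal there were 48 genes, 31 up and 17 down, and 27 probes, with *porP* at 1.24 and PG_2130 at -1.13, both no longer past the threshold. With scale normalization there were 135 genes, 115 up, and 135 probes, PG_2130 at -0.99 was no longer past the threshold, and the CRISPR family at -0.54 came past it. The authors' values gave 77 probes, and the median of the probes put *porP* at 0.77, below the threshold. The cause was not tested for any of these. Quantile normalization gave 75 genes, of which 64 were among the 78, and the authors' values 80, of which 69 were. An unadjusted p gave 118 genes, 77 up, and 384 probes, a 1.5-fold and no fold criterion each 155 genes, 85 down, with a hypothetical share of 40.6%, and these criteria are looser by construction. With most of the 3 probes past the threshold there were 15 genes, 7 up and 8 down, 14 in Table 2, and with at least 1 probe 43 genes, 13 up, 29 of the genes of Table 2, with 34.9% hypothetical. With ATCC 33277 genes only there were 47, 27 up, as fewer genes are counted. Counting 3 spots at unadjusted p on the authors' values called 89 genes of Table 2. The transposase and ribosomal protein families, with unchanged medians of -0.54 and 0.26, were not past the threshold with an estimated correlation.

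A replicate block was fitted, although whether the numbers pair the arrays is not settled. The methods name culture pairs but do not say which arrays form them. After each state's mean was removed, the correlation across genes between biofilm and planktonic arrays of the same number was 0.37, -0.19 and 0.37. As their sign differs, these values do not decide it. The replicate block gave 166 probes and, over genes, 113 calls that include all 78. Paired log ratios with the replicate block gave 120 genes, 49 down, and 131 probes, and the cause was not tested. Among named genes not past the threshold before, PGN_0450, *fimD*, *ompH-1* and PGN_1964 came past the threshold with both of these, PGN_1924 with the paired log ratios and *rplI* of ATCC 33277 with the block. PGN_0151 came past the threshold with the paired log ratios and PGN_0478 with the block, each under no other gene-level fit. A block for slide or scan was not run, since all 6 arrays are on 1 slide from 1 scan. The lower signal over background on the biofilm arrays limits genes near background, where a change may not be seen: 12.9 to 18.5 against 25.7 to 29.3, and leaving out dim probes gave 74 genes, 72 of them among the 78.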

Differences from the paper's values

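Of the alternatives named here, 3 spots at unadjusted p on the authors' values, each spot tested alone and the removal of the GC trend were chosen after seeing the values, and the others before the data were examined. Table 2 gives a fold change for each gene, with its SD, and negative values for lower expression in biofilm, and the values here are put on the same scale. Of the 92 fold changes, 16 differ from the paper's by more than the larger of the SD over the biofilm arrays here and the paper's SD, 4 are more than 1.5 times apart, and 71 are larger in size in the paper. For PGN_0946 the fold change was -1.91 against the paper's -2.29 (SD 0.23), and it came within the error with the processed signal at its 75th percentile and without planktonic replicate 1. *porP* had a fold change of 2.06 against the paper's 2.43 (SD 0.27), no longer different with a normexp offset of 0, the processed signal at its 75th percentile and without planktonic replicate 1. A fold change of 1.73 was found for PGN_1514 against the paper's 2.09 (SD 0.09), and the difference was within the error with scale normalization and the median of the probes. Against the paper's 2.26 (SD 0.05), PGN_1120 had a fold change of 2.08, within the error with the processed signal at its 75th percentile, the median of the probes and without planktonic replicate 3. For PGN_1216 the fold change was -2.05 against the paper's -2.43 (SD 0.26), and it came within the error without planktonic replicate 3. *rpsF* of ATCC 33277 had a fold change of 1.93 against the paper's 2.32 (SD 0.22), no longer different with the processed signal at its 75th percentile, scale normalization, paired log ratios with the replicate block, without planktonic replicate 1, without planktonic replicate 3, without biofilm replicate 1 and without biofilm replicate 2. A fold change of -1.94 was found for PGN_1156 against the paper's -2.19 (SD 0.06), and the difference was within the error with quantile normalization, the median of the probes and without planktonic replicate 2. Against the paper's 2.15 (SD 0.06), PGN_0797 had a fold change of 1.73, within the error with the median of the probes. For PGN_0837 the fold change was -1.77 against the paper's -2.30 (SD 0.31), and it came within the error with paired log ratios with the replicate block, outlier spots kept and the authors' processed values. PGN_1385 had a fold change of 1.94 against the paper's 2.24 (SD 0.05), no longer different with scale normalization, the median of the probes and without planktonic replicate 3. For each of these genes the other alternatives of the 18 chosen before the data were examined left the values apart. None of the 18 brought the values within the error for PGN_0575, -1.90 against the paper's -2.50 (SD 0.35), for PGN_1420, -1.90 against the paper's -2.47 (SD 0.16), for *vimF*, -1.69 against the paper's -2.36 (SD 0.25), for PGN_1992, -1.46 against the paper's -2.24 (SD 0.22), for PGN_2087, -1.02 against the paper's -2.29 (SD 0.12) and for *uvrAII*, -1.39 against the paper's -6.89 (SD 2.97). With the spots of a gene that pass on their own at an unadjusted p on the authors' values, which was chosen after seeing the values, 87 of the 92 genes of Table 2 had a fold change and an SD within 0.02 of the paper's once rounded to its 2 decimals, 86 without rounding, and among the genes above only PGN_1992, PGN_2087 and *uvrAII* were not reached. Removal of the GC trend, also chosen after seeing the values, brought *rpsF* of ATCC 33277 within the error at 1.94 and none of the others, and PGN_2087 came to a positive value of 1.01.

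Set against the paper's values was the log2 fold change on the axis of Fig 3 labelled microarray, for 9 genes. PGN_0319 had a log2 fold change of 2.47 here and the paper's was about 1.3 in Fig 3, read by eye. PG_0215 had a log2 fold change of 2.12 here and the paper's was about 1.1 in Fig 3, read by eye. PGN_0320 had a log2 fold change of 2.12 here and the paper's was about 1.1 in Fig 3, read by eye. *porP* had a log2 fold change of 1.04 here and the paper's was about 0.1 in Fig 3, read by eye. *vimF* had a log2 fold change of -0.76 here and the paper's was about -1.2 in Fig 3, read by eye. It came within the error with the processed signal at its 75th percentile. PGN_0575 had a log2 fold change of -0.93 here and the paper's was about -1.6 in Fig 3, read by eye. PGN_1925 had a log2 fold change of -1.21 here and the paper's was about -1.8 in Fig 3, read by eye. PG_0619 had a log2 fold change of -3.72 here and the paper's was about -4.4 in Fig 3, read by eye. It came within the error with paired log ratios with the replicate block. Apart from those named, none of the 18 alternatives chosen before the data were examined brought these values within the error, and PG_2130 did not differ. The paper's own fold changes in Table 2 for these genes are, as log2, 2.46 for PGN_0319, 2.24 for PG_0215, 2.04 for PGN_0320, 1.28 for *porP*, -1.24 for *vimF*, -1.32 for PGN_0575, -1.34 for PGN_1925 and -3.71 for PG_0619. With the spots of *vimF* that pass at an unadjusted p on the authors' values, which was chosen after seeing the values, it was at -1.24, and neither these spots nor the removal of the GC trend, chosen likewise, reached the paper's values for the other genes.

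Of the genes counted, the paper's number was 1909, against 3971 genes on the array with a name of ATCC 33277 or W83, and it was no longer different by the factor of 1.5 with ATCC 33277 genes only, 2081. As the percent of genes differentially expressed, the paper's value was 4.8%, against 1.96% here. It was within a factor of 1.5 with scale normalization, with a 1.5-fold criterion and with no fold criterion, and not with the other alternatives among the 24 chosen before the data were examined. The bases of the percents differ: the paper's is 1909 genes, and the one here is 3971 names of both strains. Table 2 itself holds names of both strains. The percents are therefore not directly comparable.

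Table 2 lists 92 genes as differentially expressed, of which 38 were not past the threshold here. Of these 38, 29 were called under at least 1 of 23 other settings. Paired log ratios with the replicate block called 16, an unadjusted p 16, the replicate block alone 15, scale normalization 11, a 1.5-fold criterion 8 and no fold criterion 8. Without biofilm replicate 1 there were 9, 6 without planktonic replicate 3 and 1 without planktonic replicate 1. The median of the probes called 3, and the processed signal, quantile normalization, the authors' processed values and a single passing probe called 2 each, while keeping outlier spots called 1. The 9 that none of these called were PGN_0578, PGN_0797, PGN_0906, PGN_1396, PGN_1992, PGN_2087, *ung*, *uvrAII* and *vimF*. Counting a gene with 3 spots at unadjusted p on the authors' values, which was chosen after seeing the values, 89 of the 92 were called. Adjusted over the genes of Table 2 alone, 70 of the 92 were past the threshold. With each spot tested alone, also chosen after seeing the values, 32 of the 92 had a spot past the adjusted threshold. The Results and Table 2 give *ksgA* as lower in biofilm and the Discussion as over-expressed, and its log2 fold change here was -0.97. PGN_1924 and PGN_1925 are given as Cas2 and Cas1, and the array lists these products at PGN_1959 and PGN_1960, which had log2 fold changes of 0.29 and -0.43.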

Other observations

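The tests of the passing spots behind Table 2, of the mean over all spots, of the next locus, of the axes of Fig 3, of an effect of intensity on IS*Pg1* and of overlapping probes were chosen after the values were seen, as was the count of genes with 3 such spots, and the other tests below before.

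Table 2 gives SDs with a median of 0.27, while the SD between replicates of the authors' values had a median of 0.577. A candidate explanation is that fold changes and SDs were taken over the spots of a gene that pass on their own at an unadjusted p under 0.05 and 2-fold in the authors' values. With this, 87 of the 92 genes had both values within 0.02 of the paper's once rounded to its 2 decimals, as for all such counts here, and 86 without rounding. It was the best of 5 rules compared after the paper's values were seen: all spots gave 54, spots of at least 2-fold 84, passing spots with a product name 49 and spots with a product name 44, or 54, 83, 47 and 44 without rounding. The SD between replicates came within 0.02 for 6 genes, which argues against it. In the 33 genes with a failing spot, the mean over all spots was within 0.02 for 0 and that over passing spots for 33, or 32 without rounding, which leaves out PGN_0643. Which step the authors took is not known. At an unadjusted p 751 spots pass, in 432 genes with at least 1, 174 with at least 2 and 94 with at least 3, the last number chosen because of its nearness to Table 2, and 77 spots pass at an adjusted p, in 38 genes. Of the 94 genes 89 are in Table 2. The real split had the most such genes (1 of 10 splits), so that chance cannot be excluded, and the other splits gave 1 to 53, with a median of 4.

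For 5 genes the values of Table 2, at 2 decimals, differ by more than 0.02 from those over their own passing spots. For 4 of these, a candidate explanation is that the value is that of the next locus number. PGN_2077 had -2.46 (SD 0.34) where the paper gives PGN_2076 -2.46, PGN_2076 had -6.89 (SD 2.97) where the paper gives *uvrAII* -6.89, PGN_1993 had -2.24 (SD 0.22) for the paper's PGN_1992 and PGN_2088 had -2.29 (SD 0.12) for PGN_2087. The fifth, PGN_0968, matched in fold but had an SD of 0.72 where the paper gives 0.12.

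In Fig 3, 8 of the 9 genes lay nearer to the paper's axis labelled RT-qPCR than to the axis labelled microarray, with a median distance of 0.0975 against 0.676 on the log2 scale, and 1 had the same reading on both. The values over passing spots lay within 0.0409 of the axis labelled RT-qPCR and up to 1.18 from the other. A candidate explanation is that the labels of the axes are exchanged: as log2, the paper's fold changes in Table 2 were within 0.1 of the axis labelled RT-qPCR for 9 of the 9 genes, and of the axis labelled microarray for 1. The readings were made by eye, and the values behind the figure were not used here.

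All 48 genes of IS*Pg1* had lower levels in biofilm, 39 of them under scale normalization and 47 with the median of the probes or without planktonic replicate 1 or 3 or biofilm replicate 1 or 2. The same probes under several names are argued against as the whole cause, as 42 of 47 distinct sequences were lower, 89.4% against 48.8% of all probes. Compression of bright spots cannot be told apart by the median log2 fold change of 0.417 in 35 other genes as bright, since loess brings the medians along intensity near 0. An effect of intensity alike for all genes as bright is argued against as the whole cause: the median of IS*Pg1* minus that of these 35 lay between -1.25 and -1.06 over the fits, and under scale normalization the 35 had a median of 1.04. A change in expression in biofilm stays open as a hypothesis, as do the row of the slide and the scaling, under which the median came to -0.21. With the transposase family the real split had the smallest p (1 of 10), as had the ribosomal protein family (1 of 10), so that chance cannot be excluded for either, and 6 and 7 of the other 9 splits also gave an unadjusted p under 0.05.

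Of the 47 called genes of ATCC 33277, 24 lay beside another called in the same direction, in 14 neighbouring pairs. The run from PGN_0319 to PGN_0323 had log2 fold changes of 2.47, 2.12, 2.02, 1.74 and 1.84. Chance placement along the chromosome gave 0.524 pairs on average and at most 4 in 10000 placements (permutation p = 1e-04, the smallest they can give), and 0 pairs share a probe. The genes *traM* and *traN* count as 2 of the pairs, although the values of those copies are the same. Transcription of neighbours together may be behind the pairs and was not tested.

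Of the 31 called genes with W83 names, 17 have at least 1 probe sequence also printed for ATCC 33277, 8 of them all 3, and 14 have none. Of the 14, 10 have a probe that overlaps one of an ATCC 33277 gene by at least 20 bases, of which at least 90% are the same, among them *pntB* with PGN_1122, PG_2213 with PGN_2077 and PG_2212 with PGN_2076. With the sequences of the probes reversed, 0 of 42 did. In 10 of the 10 the ATCC 33277 gene changed in the same direction, and in 6 it was called, so that its transcripts are a candidate explanation for these. For the other 4, PG_0214, PG_0619, PG_0985 and PG_1152, such transcripts cannot be told apart from other binding, as the sequence can lie outside the probes printed for ATCC 33277. Of the 3112 probes printed for W83 genes alone 30.6% were not well above background on every array, against 13.8% of the 3541 for ATCC 33277 genes alone.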
